# *Dpe2/phs1* revealed unique starch metabolism with three distinct phases characterized by different starch granule numbers per chloroplast, allowing insights into the control mechanism of granule number regulation by gene co-regulation and metabolic profiling

**DOI:** 10.3389/fpls.2022.1039534

**Published:** 2022-11-01

**Authors:** Xiaoping Li, Ardha Apriyanto, Junio Flores Castellanos, Julia Compart, Sidratul Nur Muntaha, Joerg Fettke

**Keywords:** LCSM, RNA-Seq, metabolic-profiling, starch granule number regulation, starch initiation, starch degradation

## Abstract

An Arabidopsis mutant lacking both the cytosolic Disproportionating enzyme 2 (DPE2) and the plastidial glucan Phosphorylase 1 (PHS1) revealed a unique starch metabolism. *Dpe2/phs1* has been reported to have only one starch granule number per chloroplast when grown under diurnal rhythm. For this study, we analyzed *dpe2/phs1* in details following the mutant development, and found that it showed three distinct periods of granule numbers per chloroplast, while there was no obvious change observed in Col-0. In young plants, the starch granule number was similar to that in Col-0 at first, and then decreased significantly, down to one or no granule per chloroplast, followed by an increase in the granule number. Thus, in *dpe2/phs1*, control over the starch granule number is impaired, but it is not defective in starch granule initiation. The data also indicate that the granule number is not fixed, and is regulated throughout plant growth. Furthermore, the chloroplasts revealed alterations during these three periods, with a partially strong aberrant morphology in the middle phase. Interestingly, the unique metabolism was perpetuated when starch degradation was further impaired through an additional lack of Isoamylase 3 (ISA3) or Starch excess 4 (SEX4). Transcriptomic studies and metabolic profiling revealed the co-regulation of starch metabolism-related genes and a clear metabolic separation between the periods. Most senescence-induced genes were found to be up-regulated more than twice in the starch-less mature leaves. Thus, *dpe2/phs1* is a unique plant material source, with which we may study starch granule number regulation to obtain a more detailed understanding.

## Introduction

In plant chloroplasts, transitory starch is the essential carbohydrate, which is assimilated *via* photosynthesis during the day. Each chloroplast in *Arabidopsis thaliana* (L.) Heynh. wild-type leaves contains three to seven discoid starch granules, and the starch stored during the day is nearly completely depleted by dawn (Streb and Zeeman, 2012; Sulpice et al., 2014). The precise degradation rate of starch seems to be critical for normal plant growth, ensuring that there is substantial energy to fuel fundamental metabolic processes and plant development during the night (MacNeill et al., 2017). Although the regulation mechanism underlying the degradation rate is unknown, evidence exists that both the starch granule number per chloroplast and granule morphology are important parameters. It has been shown that mutants with a decreased starch granule number per chloroplast (*e.g.*, *ss4*, *ptst2*, and *pii1*) have a lower starch degradation rate (Crumpton-Taylor et al., 2013; Seung et al., 2017; Vandromme et al., 2019). Further, in Arabidopsis, the starch granule morphology and number are independently regulated (Crumpton-Taylor et al., 2012; Malinova et al., 2018); however, the molecular basis for the regulation of the normal starch granule number per chloroplast remains obscure. Research has largely focused on identifying the role of a single related protein or enzyme involved in starch initiation or degradation in the past. However, there are various open questions, thus *e.g*., how the plant maintains the normal starch granule numbers; is the number controlled throughout the plant growth, and to which extent starch degradation is also involved?

More than 40 proteins have been reported to be involved in starch metabolism (Streb and Zeeman, 2012; Stitt and Zeeman, 2012). Starch synthase 4 (SS4; [EC: 2.4.1.21]) is the widely-accepted initiation enzyme, which transfers the glucosyl residue from the donor ADP-glucose to a not yet defined short oligosaccharide primer (Roldan et al., 2007; Szydlowski et al., 2009; Crumpton-Taylor et al., 2013). Further potential proteins interacting with SS4 include Protein targeting to starch 2 (PTST2, At1g27070), which is thought to donate oligosaccharides for SS4; MAR-binding filament-like protein 1 (MFP1, At3g16000); Myosin-resembling chloroplast protein (PII1, At4g32190); and Starch synthase 5 (SS5, AT5G65685) (Seung et al., 2017; Seung et al., 2018; Vandromme et al., 2019; Abt et al., 2020). All respective single mutants had a reduced starch granule number per chloroplast. PHS1, the plastidial phosphorylase ([EC: 2.4.1.1]), adds or releases glucosyl residues from the non-reducing end of glucan chains, in principle suggesting it plays roles in both synthesis and degradation (Fettke et al., 2012; Hwang et al., 2020). Evidence that PHS1 is involved in the regulation/initiation of starch granules also exists (Satoh et al., 2008; Nakamura et al., 2012); for example, the plastidial phosphorylase is involved in starch initiation in the rice endosperm (Satoh et al., 2008; Hwang et al., 2010; Hwang et al., 2016). However, a single mutant *phs1* in Arabidopsis has presented normal starch granule numbers (Malinova et al., 2014).

A very interesting mutant is *dpe2/phs1* lacking both PHS1 and DPE2, the cytosolic disproportionating enzyme 2 (EC: 2.4.1.25), for which an uneven starch distribution has been revealed, with nearly starch-free mature leaves and young leaves having mostly one large and spherical starch granule per chloroplast when grown under circadian periodicity (Malinova et al., 2014; Malinova and Fettke, 2017). Under continuous light, *dpe2/phs1* revealed a similar number of starch granules per chloroplast, compared to wild-type (Malinova et al., 2014). A triple mutant, *dpe2/phs1/ss4*, had only one starch granule per chloroplast, which was huge and almost perfectly spherical (Malinova et al., 2017), showing that the existing starch granules are formed independently of both PHS1 and the SS4 pathway. Furthermore, it has been shown that a total block in starch degradation (*via* an additional lack of α-Glucan, water dikinase; GWD [EC 2.7.9.4]) in *dpe2/phs1/sex1-8* (Malinova and Fettke, 2017) restored the starch granule number to that in the wild-type; whereas, in case of reduced starch degradation, the starch granule number was still reduced (Muntaha et al., 2022).

Similar to the mature leaves of *dpe2/phs1*, several mutants impaired in starch metabolism have also revealed affected chloroplast stability. The single mutant *mex1*, lacking the maltose exporter (AT5G17520), accumulated a high amount of maltose inside the chloroplasts and showed severe chloroplast degradation in mature leaves (Stettler et al., 2009). It has also been reported that the starchless mutants *pgm1* (Phosphoglucomutase 1 [EC 5.4.2.2]) and *adg1* (ADP-glucose pyrophosphorylase 1 [EC 2.7.7.27]) revealed higher Rubisco-containing bodies, leading to higher percentages of aberrant chloroplasts (Izumi et al., 2010; Zhuang and Jiang, 2019). This points to a link between chloroplast performance and the central starch metabolism, although the nature of this link is unknown.

In this study, we found the double mutant *dpe2/phs1*, loses the control over the starch granule number per chloroplast during developing and the starch granule number alters in three distinct periods. Both RNA-seq analysis and GC-MS metabolic profiling of these periods of *dpe2/phs1* provide insights to further our understanding of starch granule number regulation.

## Materials and methods

### Plant materials and growth conditions

*Arabidopsis thaliana* seeds were sterilized using 6% [v/v] hypochlorous acid containing 0.02% [v/v] Tween-20 and sown on Murashige and Skoog (MS) medium with 0.8% [w/v] agar and 1% [w/v] sucrose, pH 5.7. The plates were vernalized in darkness at 4°C for three days. Seedlings were transplanted to soil after 7–10 days and grown in a light/dark regime (12 h light, 20°C, 110 μmol m^-2^s^-1^; 12 h dark, 16°C; 60% relative humidity).

The crossing of mutant *dpe2/phs1* was addressed previously (Malinova et al., 2014). To determine the fresh weight and leaf number, more than nine mutant plants were used per week till flowering.

*Sex4-3* (SALK_102567) (Niittyla et al., 2006), and *isa3* (GABI_280G10) (Delatte et al., 2006) in the Col-0 background have been described previously. The knockout lines *dpe2/phs1/sex4* and *dpe2/phs1/isa3* were generated by crossing the *dpe2/phs1* mutant with the single mutants *sex4* and *isa3*, respectively, and self-pollinating the F1 generation.

The activities of phosphorylases and DPE2 were detected by native gels and zymograms, as described previously (Fettke et al., 2005; Malinova et al., 2014). Analysis of the SEX4 protein was performed by Western blot, as previously described (Niittyla et al., 2006). T-DNA insertion of ISA3 was confirmed by PCR (Forward: 5’-ACATCAAATCTTTACGTACTCGGC-3’ and Reverse: 5’-ACCTTATTTTTCCTCTACCGTGCG-3’; T-DNA specific primer LB o8474: 5’-ATAATAACGCTGCGGACATCTACATTTT-3’).

### Laser confocal scanning microscopy (LCSM)

LCSM imaging was performed as described by Liu et al. (2021). In brief, leaves from different ages of plant were harvested and immersed in safranin O solution (5g/L) for 20 min. The starch and chlorophyll signals were visualized with a Zeiss LSM 880 Airyscan confocal microscope.

### *In situ* staining of starch

Shoots were stained as described by Malinova et al. (2014). The harvested shoots were decolored in 80% (v/v) ethanol at 80°C, afterwards the pale shoots were stained with iodine solution. The starches in the root tips were observed by staining in iodine solution for twenty seconds.

### Starch quantification and morphology analysis by scanning electron microscopy (SEM)

Starch was enzymatically quantified according to Malinova et al. (2014). Fifty milligram of fresh leaf materials were used. The homogenized leave material was washed with 80% (v/v) ethanol and the pelleted starch was solubilized and hydrolyzed by amyloglucosidase. The resulting glucose was measured enzymatically. Native starch granules were isolated and SEM analysis was performed as described by Malinova et al. (2017).

### Chain-length distribution analysis of starch and maltodextrin

Starch granules (10 mg) were used and digested as described by Mahlow et al. (2014). In brief, 10 mg of starch was solubilized by heating at 99°C for 10 min and 2 U isoamylase was used to hydrolyze the soluble starch at 40°C.

For quantitation of the maltodextrin, 100 mg of leaves were frozen in liquid nitrogen and homogenized with a mortar. Then, 500 µL cold 20% [v/v] ethanol was added to each sample and mixed by vigorously shaking. After centrifugation at 4°C, 14,000 rpm for 10 min, the supernatant was collected and heated to 99°C for 10 min. Followed by centrifugation, the supernatant containing the maltodextrin was recovered and concentrated by drying in a speed vacuum centrifuge (Thermo Savant SPD111V-115).

The starch chain length distribution and the maltodextrins were analyzed by capillary electrophoresis equipped with laser-induced fluorescence detection (CE-LIF), as described by Malinova et al. (2014). Following determination of the reducing ends, 100 nmol glucans were used for APTS (8-Aminopyrene-1,3,6-Trisulfonic Acid, Trisodium Salt) labeling. Note that the glucose and maltose content was excluded for the maltodextrin content determination by calculation according to capillary electrophoresis result.

### RNA-seq analysis

The leaves of *dpe2/phs1* and Col-0 were harvested after 9 h illumination for each period. Total RNAs were extracted using TRIzol reagent (Invitrogen, US), according to the manufacturer’s instructions. A NanoPhotometer^®^ spectrophotometer was used to assess the purity of the RNA (IMPLEN, CA, USA). The Bioanalyzer 2100 system’s RNA Nano 6000 Assay Kit was used to examine RNA integrity and for quantification (Agilent Technologies, CA, USA). Library construction and sequencing with an Illumina novaseq 6000 sequencer were performed by Novogene Corporation (UK). Annotation files for the reference genome and gene models were downloaded directly from the genome website browser (NCBI/UCSC/Ensembl). The HISAT2 software was used to map paired-end clean reads to the reference genome. The collected RNA-seq data were deposited in the NCBI GEO repository, under the accession number GSE201804. The DESeq2 R software was used to perform differential expression analysis between two conditions/groups (three biological replicates per condition). The False Discovery Rate (FDR) was controlled by adjusting *P*-values using Benjamini and Hochberg’s method. Genes discovered by DESeq2 with an adjusted *P*-value < 0.05 were labeled as differentially expressed. The statistical enrichment of differentially expressed genes in KEGG pathways was tested using the clusterProfiler R program.

### qRT-PCR analysis

The RNAs isolated with TRIzol reagent (Invitrogen, US) were reverse transcribed into cDNA using a first cDNA synthesis kit (ThermoFisher, US), following the manufacturer’s instructions. qRT-PCR was performed with SYBR Green PCR Master Mix (Applied Biosystems), following the manufacturer’s instructions. Reactions were carried out in triplicate. Relative expression levels were determined by the comparative threshold cycle (ΔΔCt) method, using ACTIN as a reference gene. The used primers are given in **Table S4**.

### Metabolite profiling

The same leaf materials from the three periods (50 mg each) used for RNA-seq were used for metabolite profiling, using Gas Chromatography-Mass Spectrometry (GC-MS). The following data analysis was conducted according to Muntaha et al. (2022).

## Results

### *Dpe2/phs1* lost the control over starch granule number during growth and the starch granule number per chloroplast fluctuates in three distinguishable periods

The double mutant *dpe2/phs1* has been described as having a single starch granule per chloroplast in immature leaves, with virtually no starch in mature leaves when grown under a normal light/dark cycle (Malinova et al., 2014; Malinova and Fettke, 2017). We used a modified LCSM (laser confocal scanning microscopy) technique combined with safranin O staining (Liu et al., 2021), allowing for rapid analysis of many samples, in order to determine the starch granule number per chloroplast during plant development. We observed that the starch granule number in *dpe2/phs1* changed during plant development, while no evident changes in Col-0, *phs1* and *dpe2* were detected (**Figures 1A**, **S1A**). Strikingly, *dpe2/phs1* revealed three distinct periods: In the first period, designated as the Prior Period P, similar to Col-0, most chloroplasts had three to five granules, but chloroplasts containing one or two starch granules were more dominant than in Col-0 (**Figure 1B**). For the second period, designated as the Reduced Granule Number Period RGN, the analysis was further separated between mature M and young Y leaves, the latter were the youngest two or three leaves. Approximately 80% of the chloroplasts of immature leaves had only one starch granule (**Figure 1B**), and no chloroplast with more than four granules was detected out of 253. In mature leaves, starch granules were rare and most chloroplasts revealed a highly aberrant morphology, likely indicating degradation, as described previously (Malinova et al., 2014; Malinova and Fettke, 2017; Malinova et al., 2017). Less than 10% of all analyzed chloroplasts contained one large spherical granule. In the last period, the Recovery Period R, the granule number again increased, with most chloroplasts showed one to four starch granules, with 45% of chloroplasts having a single granule, suggesting a regulation of the granule number throughout the plant growth. Moreover, in R, the starch granule size was inhomogeneous, with one large spherical granule being frequently found in chloroplasts. Further, the chloroplast morphology was similar to that in the wild-type and no indication of degradation was observed. Interestingly, the occurrence of RGN varied, among five independent growth batches, this period appeared twice at the end of the third week and three times at the beginning of the fifth week, as confirmed *via* LCSM.

**Figure 1:**
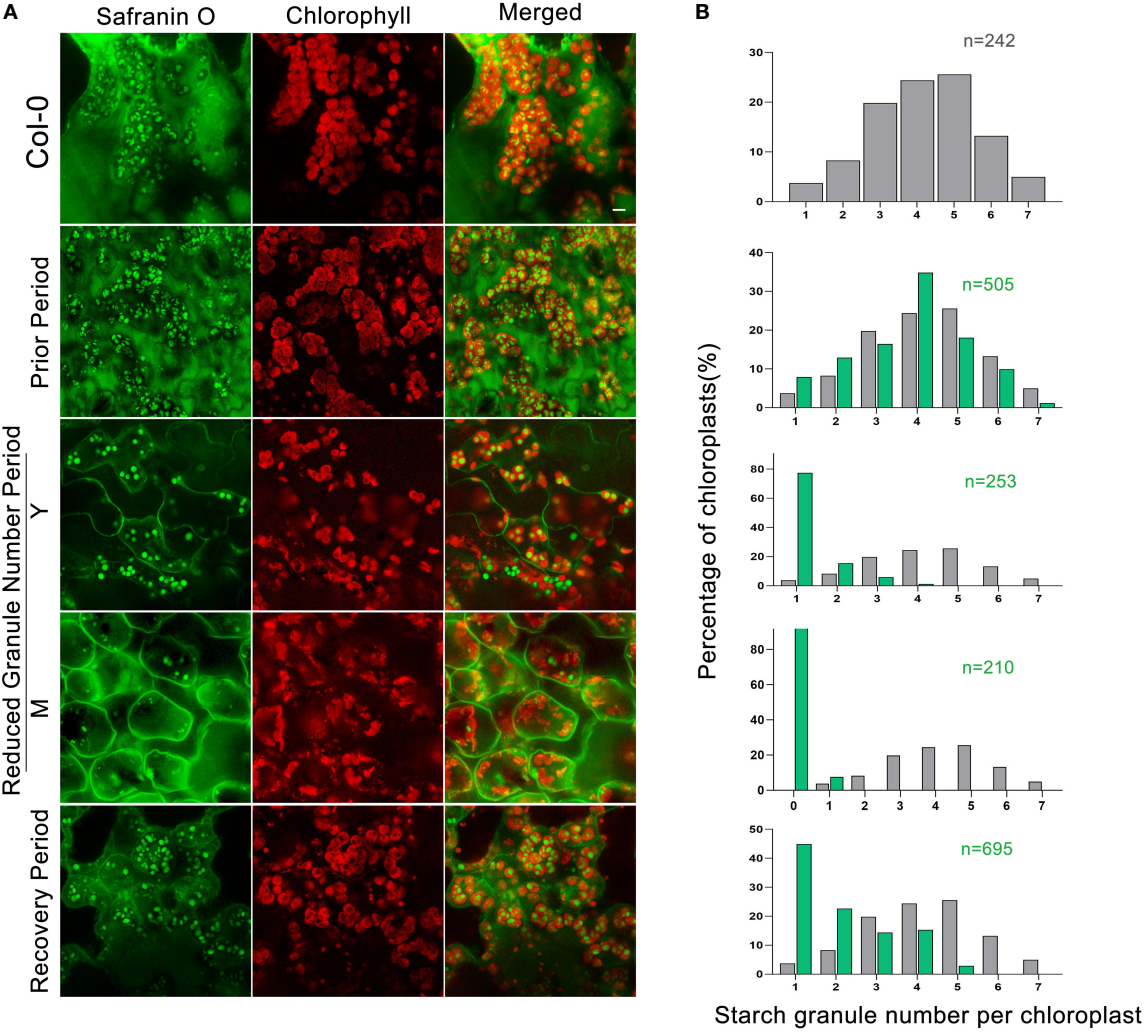
LCSM analysis of starch granules in chloroplasts in three periods: **(A)** Leaves of Col-0 taken from the fifth week. Prior Period leaves were taken from three-week-old rosettes of *dpe2/phs1*. Young (Y) and mature (M) leaves in the Reduced Granule Number Period (RGN) were taken from five-week-old rosettes of the mutant. Recovery Period leaves were taken at the beginning of the sixth week from the mutant. All samples were taken in the middle of the day (6h of light). Scale bar is 5 µm; **(B)** Quantification of starch granules per chloroplast. Grey and green colors represent Col-0 and *dpe2/phs1*, respectively. N indicates the observed number of chloroplasts. Note: only the granule number distribution of (M) starts with zero.

In addition, we followed the starch granule decrease from P to the RGN in detail, and found an inconsistency in starch granule number per chloroplast within the same leaf: the chloroplasts of palisade mesophyll cells decreased to only one starch granule earlier than those in spongy mesophyll cells (**Figure S1B**).

### In RGN, *dp.e2/phs1* revealed heterogeneous starch distribution and impaired growth both in shoot and root

The observed alterations in the starch granule number per chloroplast were accompanied by changes in leaf starch distribution (**Figure 2A**). During growth, in P, *dpe2/phs1* contained starch in the whole shoot. However, in RGN, the starch was distributed heterogeneously, as described previously (Malinova et al., 2014), and nearly no starch was detected in mature leaves in contrast to young leaves. In R, starch was detected again in the entire shoot. In addition, blight margins were found in mature leaves in RGN (**Figure 2B**). A similar, but less severe, phenotype has been characterized in the parent line *phs1* (Zeeman et al., 2004). However, there was no starch distribution alteration observed in Col-0 during plant growth (**Figure S1C**).

**Figure 2:**
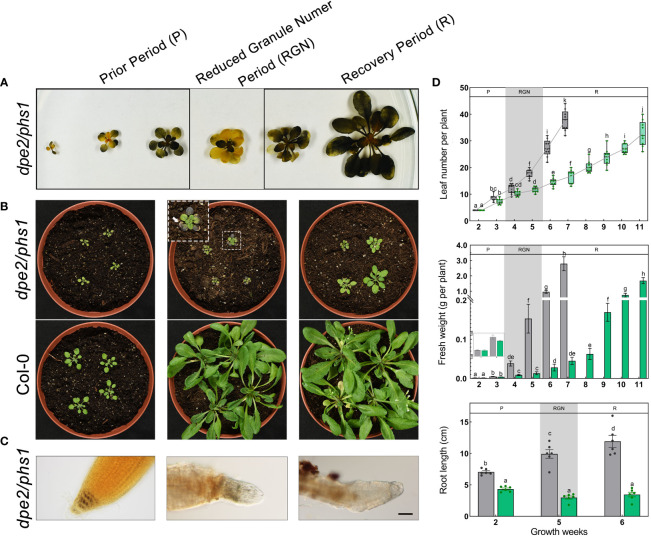
*dpe2/phs1* showed three distinguishable periods when grown under light/dark regime: **(A)** Semi-quantitative starch determination. Shoots harvested at the EOD from two to seven weeks, decolorized shoots were stained with iodine solution; **(B)** Growth phenotype of *dpe2/phs1* from the three periods. Shoots were harvested at three, five, and six weeks, respectively; **(C)** Starch in root caps. The starch in the root caps was stained with I_2_ solution. Bars = 50 μm; **(D)** Growth parameters of *dpe2/phs1*. Plants were analyzed from two weeks until flowering. Grey and green colors indicate Col-0 and *dpe2/phs1*, respectively. Letters indicate statistically significant differences (p ≤ 0.05) among the double mutant and Col-0, according to the one-way ANOVA with Duncan’s *post-hoc* test. More than nine plants were analyzed for determination of leaf number and fresh weight per week. Roots of plants at two, five, and six weeks were used, and six plants each were analyzed. P-Prior Period; RGN-Reduced Granule Number Period; R-Recovery Period.

In addition to the reduced starch granule number per chloroplast and the uneven starch distribution, *dpe2/phs1* revealed an obvious decreased development in RGN. The young plants of *dpe2/phs1* had the similar leaf numbers and fresh weights as Col-0, but a significant smaller leaf area, whereas from the fourth to fifth week, compared to Col-0, the mutant showed significant lower fresh weight and a fewer leaf number; moreover, a delayed flowering after eleven weeks of germination was detected (**Figures 2B, D**). Although the occurrence of RGN varies, it was always coupled with a reduction in growth and uneven starch distribution between young and mature leaves. Therefore, for all mutant materials used during this study the period was confirmed prior by LCSM and iodine staining, when more than 80% of tested mutants showed both uneven starch distribution and reduced starch granule numbers, the leaf materials were harvested.

In *dpe2/phs1*, the starch in the roots was also impaired both in RGN and R (**Figure 2C**). The root length of *dpe2/phs1* was shorter than that of Col-0, independent of the period (**Figure 2D**, bottom). However, P showed a normal starch distribution in four layers of the columella cells, whereas deformed and starch-free root caps were detected both in RGN and R (**Figure 2C**).

### Starch content and granule morphology differs in the three distinguishable periods

In Col-0, no significant difference in starch content per fresh weight during growth was observed; thus, Col-0 synthesized around 37 μmol of glucose equivalent starch per fresh weight (g) by the end of the day (EOD), and consumed almost all of it by the end of the night (EON) (**Table 1**). However, *dpe2/phs1* had impaired starch remobilization in all three periods (**Table 1**). In particular, young leaves had twice as much starch as Col-0 at EOD in RGN, but only around 28% of the starch was utilized during the night. In mature leaves, there was still a certain amount of starch and a partial degradation during the night was detected. However, even before RGN—namely, in P—the starch degradation in the night was clearly affected, pointing to increasing effects on starch metabolism during the growth of the plant.

**Table 1:** Starch content (μmol glc. equivalent/g FW) of Col-0 and *dpe2/phs1* grown under a light-dark regime (12h/12h).

Genotype	Period	End of the Day	End of the Night	Degradation Rate
**Col-0**	R	36.7 ± 4.3^AD^	2.3 ± 0.5^a^	93.7%
***dpe2/phs1***	P	47.4 ± 9.0^A^	19.8 ± 4.0^b^	58.2%
	Y	77.3 ± 2.5^B^	56.0 ± 5.5^c^	27.6%
	M	19.9 ± 4.8^C^	14.3 ± 3.6^b^	28.1%
	R	23.4 ± 6.4^CD^	18.1 ± 3.0^b^	22.6%

Leaves were harvested at the end of the light and dark phase. Mean values ± SD are given, letters indicate the statistically significant differences (p ≤ 0.05) according to the one-way ANOVA with Duncan’s post-hoc test.

P, Prior Period; Y, young leaves of Reduced Granule Number Period; M, mature leaves of Reduced Granule Number Period; R, Recovery Period.

Scanning electron microscopy (SEM) revealed that the starch granule morphology was strongly altered in *dpe2/phs1* in all three phases (**Figures S2A, B**). Col-0 leaves at the same age as the individual phases of mutant were harvested; however, since there was no evident difference detected among aging materials of Col-0, only one data is presented here. *Dpe2/phs1* showed the largest long axis and thickness in young leaves in RGN (**Figure S2B**). Moreover, in consistent with the LCSM, R had the most inhomogeneous size distribution, with more tiny granules, which could be related to newly generated granules in the recovered chloroplasts. Regarding the inner starch structure, the mutant revealed increased amounts of glucan chains with DP 16-18, accompanied by decreased amounts of shorter chains (DP 5-10) in the amylopectin, compared to Col-0 in all three stages (**Figure S2C**). The changes in the inner starch structure intensified with the age of the mutants.

### Gene expression differed most in young and mature leaves of RGN

One way to investigate the reasons underlying the variation in the starch granules through the three phases is to analyze the associated gene expression by RNA-seq. Therefore, leaves from P, where the chloroplasts contained the normal starch granule number; young Y and mature M leaves from RGN, where most of the chloroplasts had only a single, large, and round starch granule and most chloroplasts were aberrant, respectively; and leaves from R, where the chloroplasts and starches recovered, were analyzed. As a control, Col-0 samples of the same age were used.

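The data are RNA-seq libraries of 8 groups with 3 biological replicates each, 24 libraries in all. They come from Arabidopsis thaliana Col-0 (w) and the double mutant dpe2/phs1 (d), each in the Prior Period (P), as young (Y) and mature (M) leaves of RGN, and in the Recovery Period (R). By the sample labels, P and R were sampled as shoots and Y and M as leaves with their petioles, so tissue and period cannot be separated in comparisons of Y or M with P or R. The labels give an age of 7 weeks for R, whereas the figure legends of the starch experiments give 6 weeks. The authors mapped paired-end reads with HISAT2 and deposited FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of the library) of 33044 genes. Multiplied by 1 fitted length per gene, 100% of the nonzero values came out as whole reads, whereas with the listed gene lengths 55.0% did. The lengths were fitted to such whole steps, so the 100% is partly set by the fit. The recovered totals lay between 17504383 and 27859805 reads per library, with a median of 19438279. They ranged from 17803563 to 18709259 in wP (median 18396185), from 17557582 to 23038225 in wY (median 22128306), from 19125665 to 27859805 in wM (median 22423567) and from 19739630 to 20469373 in wR (median 20075560). In the mutant they ranged from 19205199 to 19429260 in dP (median 19415310), from 20392448 to 23368510 in dY (median 20773145), from 17504383 to 19447298 in dM (median 19327936) and from 19214006 to 19515639 in dR (median 19257229). In a library of this depth, 3 reads on a gene of 1 kb correspond to an FPKM between 0.108 and 0.171. FPKM values were analysed as log2(FPKM + 1) with limma in a fit over all 24 libraries, for the 19575 genes with a mean FPKM of at least 1 in at least 1 group. Genes with an adjusted p under 0.05 (Benjamini-Hochberg) were called differentially expressed. A fold change on this scale understates the change of genes with low FPKM. The DESeq2 analysis of counts that the paper describes was not repeated. The reads recovered from the deposited FPKM values were used in limma-voom as an alternative.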

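The transcripts of both knocked out genes were examined first. DPE2 (AT2G40840, chromosome 2, 17044932 to 17051062, forward strand) had 98.6 ± 14.2 FPKM (SD, n = 3) in wP and 43.8 ± 2.11 in dP. Its log2 fold change was -1.14 in P, -1.56 in Y and -1.30 in M, with an adjusted p of 1.9e-05 or lower from limma in each. PHS1 (AT3G29320, chromosome 3, 11252807 to 11257814, forward strand) had 145 ± 32.4 FPKM in wP and 21.5 ± 0.82 in dP. Its log2 fold change was -2.68 in P, -2.69 in Y and -3.45 in M, with an adjusted p of 9.4e-10 or lower. In R no difference passed the threshold. DPE2 had 36.6 ± 1.87 FPKM in dR and 30.3 ± 10.2 in the libraries labelled wR (log2 fold change 0.32, standard error 0.17, adjusted p = 0.12). PHS1 had 22.7 ± 2.2 FPKM in dR and 26.0 ± 10.5 in the libraries labelled wR (log2 fold change -0.12, standard error 0.20, adjusted p = 0.65). With the trend of expression on gene length removed, an alternative chosen after the data were seen, both genes were lower in dR (-0.30 and -0.66) and passed the threshold. Without replicate 1 of wR, DPE2 was higher in dR past the threshold (0.53) and the sign of PHS1 changed (0.15), and without replicate 3 of wR the fall of PHS1 passed (-0.45). The sign of PHS1 also changed after TPM rescaling (0.016). As deposited, the transcript levels separated the genotypes in P, Y and M and not in R. Both genes thus give no support to the genotype labels in R, and other genes examined below left the question open. Directions drawn from the libraries labelled wR depend on these labels.

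**Figure D1:**
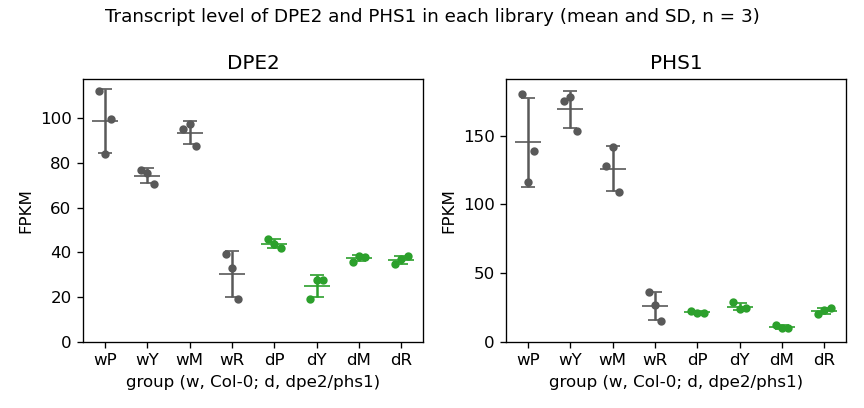
FPKM of DPE2 and PHS1 (vertical axes) in the 8 groups (horizontal axes), with each library as a point and the mean and SD of n = 3 libraries as a bar. PHS1 lies at 145 FPKM in wP and at 26.0 FPKM in the libraries labelled wR, near the 22.7 FPKM of dR.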

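A gene was taken as expressed in a group when its mean FPKM over the 3 libraries was above 1, and as specific when no other group of the same genotype passed this threshold. By this definition, which involves no test, 15265 genes were expressed in all 4 Col-0 groups and 15699 in all 4 dpe2/phs1 groups. In Col-0, 214 genes were specific to wP, 136 to wY, 148 to wM and 343 to the libraries labelled wR. In dpe2/phs1, 153 genes were specific to dP, 379 to dY, 380 to dM and 71 to dR. The specific genes were weakly expressed, with a median mean FPKM between 1.2 and 1.49 in their own group. The largest relative change came from median-of-ratios rescaling of the libraries, which gave 105 genes for dR.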

Comparison of the differentially expressed genes using the R package DESeq2 (adjusted *P*-value < 0.05) revealed only a moderate number of genes specifically expressed in the various phases (**Figure 3A**). In Col-0, most genes uniquely altered in expression were found in R, which were likely linked to the initiation/generation of florescence. 

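Of the 343 genes specific to the libraries labelled wR, 212 had a mean FPKM more than 2 times that of the next highest Col-0 group, and 223 were higher in each of the 3 libraries than in every other Col-0 library. Of 11 flowering genes listed before the data were examined, 9 stayed below the expression filter. With no filter, 8 of the 11 were higher and 3 lower than in the mean of wP, wY and wM (4 and 1 past the threshold). SOC1 (AT2G45660) had 41.9 ± 11.7 FPKM (SD, n = 3) in the libraries labelled wR and 17.8 ± 1.29 in wM. Against the mean of wP, wY and wM its log2 fold change was 1.59 (standard error 0.14, adjusted p = 9.1e-10, limma). FUL (AT5G60910) had 3.07 ± 0.60 FPKM in these libraries, with a log2 fold change of 0.55 (standard error 0.14, adjusted p = 0.0015). With the gene length trend removed, the change of FUL was 0.11 and no longer passed the threshold (adjusted p = 0.47). The paper proposes a link of the genes specific to R with flowering.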

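Compared with Col-0 of the same age, 7670 of 19575 genes were differentially expressed in dP, 10499 in dY, 13532 in dM and 11124 in dR, the last against the libraries labelled wR (limma, adjusted p under 0.05). Of these, 1230, 2852, 5538 and 2566 genes changed more than 2-fold. The groups share 1 variance per gene in this fit, although their spread differed (median SD 0.21 in wR and 0.087 in dP). In fits with the compared groups only, 8018 genes passed in dP, 9940 in dY, 14389 in dM and 8637 in dR. The order of dY and dR was thus reversed. In the fit over all libraries 4752 genes were higher and 2918 lower in dP, which is 62.0% higher, and median-of-ratios rescaling brought this share to 49.8%. In dY 6767 genes were higher and 3732 lower (64.5% higher, 49.7% after the rescaling). The split was 7164 higher and 6368 lower in dM, and 6195 higher and 4929 lower in dR. Among the genes with a symbol, an adjusted p under 0.05 and no overlap between the libraries, the largest rise in dP was that of GPT2 (AT1G61800), from 2.01 ± 0.35 FPKM (SD, n = 3) in wP, with a log2 fold change of 4.83 (standard error 0.12, adjusted p = 6.8e-18). Among the same kind of genes it was in dY that of LTP3 (AT5G59320, 8.18, from a level of a few reads in wY) and in dM that of NIT2 (AT3G44300, 8.69), both as log2 fold change. A comparison of the mutant effect in M and Y by an interaction term gave 9545 genes with an adjusted p under 0.05, 4078 with a larger and 5467 with a smaller value in M.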

*Dpe2/phs1* revealed genes expressed differently compared with Col-0. The highest number of genes was found, as expected, in young and mature leaves of RGN (379 and 380, respectively; **Figure 3A**). 

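Of the 379 genes specific to dY, 75 had a mean FPKM above 2, 210 exceeded the next highest dpe2/phs1 group more than 2 times, and 233 were higher in each dY library than in all other libraries of the mutant. The corresponding numbers for the 380 genes of dM were 103, 265 and 253. Leaving out each replicate of the group in turn gave 347 to 404 genes for dY and 372 to 386 for dM. Median-of-ratios rescaling parted these groups, with 274 genes for dY and 422 for dM.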

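Principal component analysis of log2(FPKM + 1) of the 19575 genes assigned 42.8% of the variance to the first component and 21.5% to the second. With the 500 most variable genes alone the first component held 55.2%. On the first component dM lay at 113.5 ± 5.76 (SD, n = 3) and dY at -0.59 ± 4.54, and on the second dY lay at -63.5 ± 1.53 and dM at -36.8 ± 8.02. The libraries labelled wR lay at 49.8 ± 14.5 and 80.7 ± 20.5. The largest distance between replicates of any group on both components was 48.9, between replicates 1 and 3 of wR. The distance to the nearest group was 114 for dM, 56.8 for dY and 74.9 for wR, whose nearest group was dR. From the mean of the other Col-0 groups wR lay 125. With genes scaled to unit variance, the distance of dY to its nearest group was 90.2 and did not exceed the largest distance between replicates (103.8). Expression depended on gene length to a different degree in the libraries. Among 18622 protein-coding genes, the longest 10% (from 3208 bases) deviated from the shortest 10% (up to 909 bases) by -0.90 to -2.01 in the libraries labelled wR, by -0.22 to -0.64 in dM, by -0.52 to 0.10 in dR and by 0.03 to 0.97 in the other groups, each as the difference of median log2(FPKM + 1) deviations. With this trend removed in each library, wR lay 88.2 from the mean of the other Col-0 groups, against a largest replicate distance of 28.8. Its nearest group was then wM, at 47.5.

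**Figure D2:**
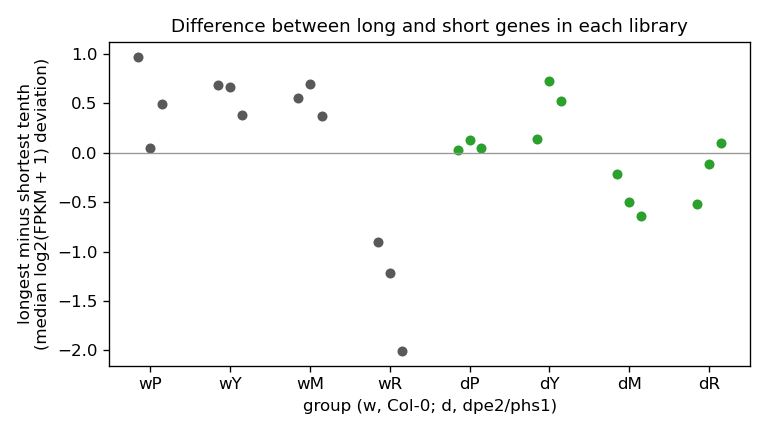
Median deviation of log2(FPKM + 1) from the mean of all libraries for the longest 10% of protein-coding genes minus that for the shortest 10% (vertical axis), for each library (points) of the 8 groups (horizontal axis). The libraries labelled wR lie between -2.01 and -0.90.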

Principal component analysis revealed that, besides R of Col-0, both Y and M of *dpe2/phs1* were clustered away from the other groups (**Figure 3B**). The separation of R from Col-0 is probably related, as mentioned above, to flowering. Interestingly, the R of *dpe2/phs1* did not separate, likely due to the associated delay in development (**Figure 2**).

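On the first 2 components dR was nearest to wM, at a distance of 28.2. It lay 47.6 from dP, 80.5 from dY and 114 from dM, and the distances to dY and dM exceeded the largest distance between replicates. Whether the distance to dP exceeded it depended on the setting. It did not as deposited (47.6 against 48.9), and it did with the gene length trend removed (51.3 against 28.8), with the 500 most variable genes (23.2 against 7.90), after quantile normalization (47.8 against 36.7), without replicate 1 (39.7 against 36.9) and without replicate 3 (56.4 against 31.9). The limit as deposited comes from replicates of wR, which are not part of this comparison. As deposited, the lowest dR library (1.37 and 4.51) lay above the highest dP library (-23.7 and -10.2) on both components. SOC1 was lower in dR than in the mean of dP, dY and dM (log2 fold change -0.41, standard error 0.14, adjusted p = 0.020, limma), as was FUL (-0.37, standard error 0.14, adjusted p = 0.037). Neither passed the threshold after median-of-ratios rescaling (-0.24 for both) or quantile normalization (-0.23 and -0.19), SOC1 did not without replicate 2 or 3 of dR (-0.38 and -0.36), and FUL did not in 8 of 12 fits that each left out 1 library (range -0.41 to -0.34). With no filter, 1 of the 11 listed flowering genes was lower in dR past the threshold over all genes, so SOC1 and FUL did not both pass. For the place of dR, the paper proposes the delay in the development of the mutant as the reason.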

**Figure 3:**
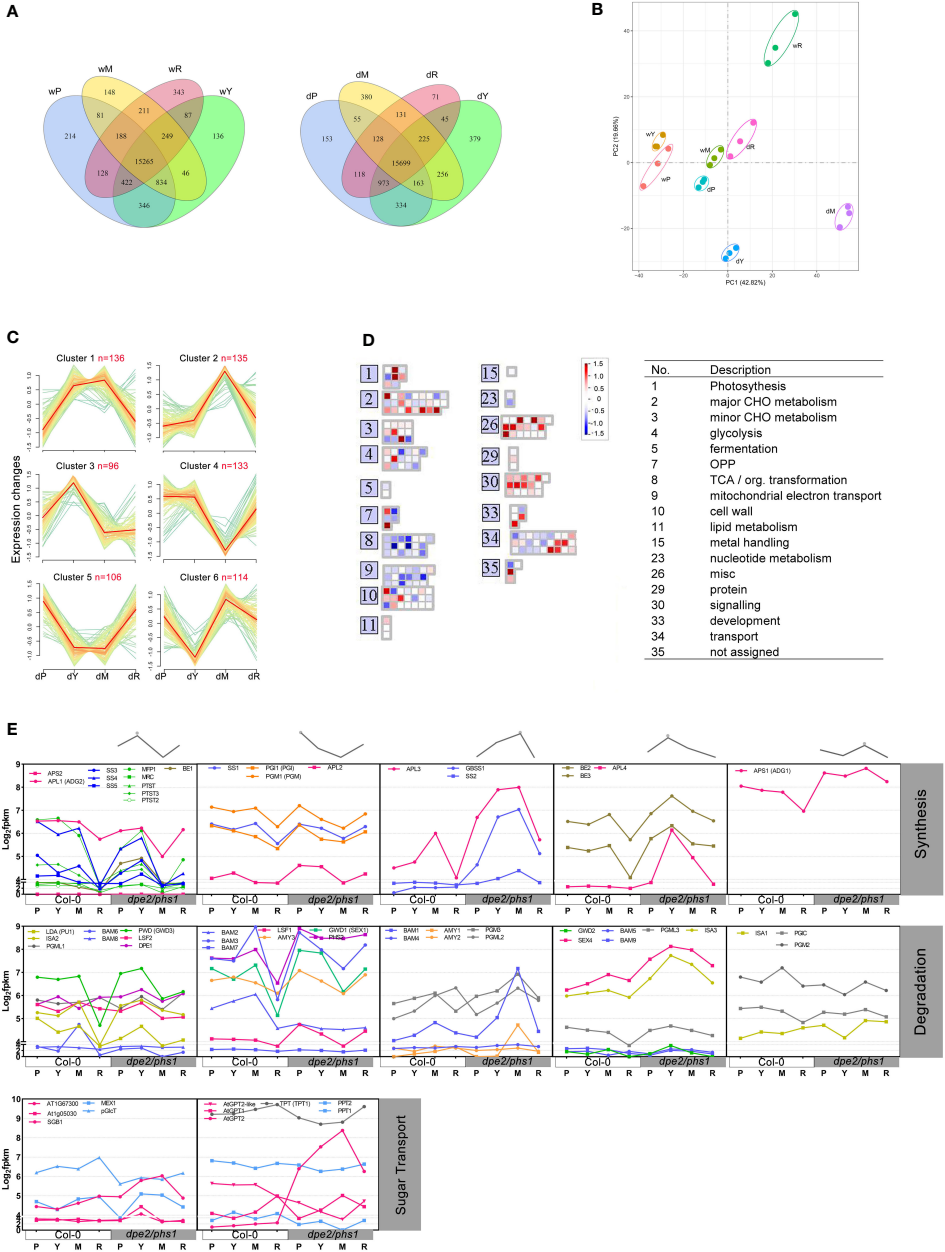
Differential gene expression in *dpe2/phs1* and Col-0. w, wild-type; d, double mutant *dpe2/phs1*: **(A)** Venn diagrams showing the number of significantly differentially expressed genes among the three periods, based on the cut-off of adjusted *P* value < 0.05. Young (Y) and mature leaves (M) in the Reduced Granule Number Period were analyzed separately; **(B)** PCA plot in different periods for *dpe2/phs1* and Col-0. **(C)** Differential expression of 720 genes from nine pathways were assigned to six clusters. Each gene was normalized according to log_2_(FPKM+1). Each green line represents the expression level of a particular gene relative to the median expression level of all genes in that expression category. Orange lines represent the median expression; **(D)** Differential expression level of genes in clusters 3 and 6 were visualized with MAPMAN (Thimm et al., 2004). The differences between dY relative to the wY and dP relative to wP are shown in colors (blue, low expression; red, high expression); **(E)** Clustered starch synthesis, degradation, and sugar transport genes (log_2_(FPKM+1)). The grey lines at the top represent the gene expression pattern, which is only based on the trend in *dpe2/phs1*. The synthesis and degradation enzymes in the same column shared the same pattern. The abbreviations for the starch metabolism-related genes are given in **Table S1**.

### Transcript level alterations of most starch metabolism related genes are clustered in the three phases of *dpe2/phs1*

Furthermore, an H-cluster analysis of the *dpe2/phs1* groups was performed, including the genes annotated to nine metabolic pathways: metabolism of starch and sucrose (pathway ID: ath00500), galactose (ath00052), fructose and mannose (ath00051), pentose phosphate (ath00030), pentose and glucuronate interconversions (ath00040), inositol phosphate (ath00562), citrate cycle (ath00020), glycolysis (ath00010), and oxidative phosphorylation (ath00190). Overall, 720 genes were assigned to six clusters (**Figure 3C**). 

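Across the 19575 genes, the median Pearson correlation of log2(FPKM + 1) between libraries of dP and dR was 0.963 (SD 0.0063 over 9 library pairs, lowest 0.950, highest 0.968). The median was 0.924 between dP and dY, 0.840 between dP and dM, 0.920 between dY and dR, and 0.896 between dM and dR. Replicates within the dpe2/phs1 groups had a median of 0.991. These correlations are across genes, which are not independent replicates. Between dR and dP 6966 genes were differentially expressed, 2648 higher and 4318 lower in dR, compared with 10799 between dY and dP and 13256 between dM and dY. Of the 6966 genes, 38% were higher, which became 53.9% after median-of-ratios rescaling. dP and dR share the tissue by the labels, and differ in it from dY and dM.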

The results revealed that, following RGN, the gene expression also recovered; thus the expression of genes in P and R was highly similar. This was also supported by Heatmap analysis (**Figure S3**). Clusters 1, 2, and 6 had the relative highest expression levels in M, whereas cluster 4 had the lowest. Cluster 3 had the fewest enriched genes (96), and it was the only cluster that expressed relatively high in Y. Regarding the correlation with the starch granule number per chloroplast, clusters 3 and 6 were most interesting, as they showed the strongest alteration in Y; that is, when the starch granule number was reduced (**Figure 1**). MAPMAN was used to investigate 210 genes from those clusters (**Figure 3D**) (Thimm et al., 2004). The change in expression between Y and P was analyzed. TCA and mitochondrial electron transport genes were dramatically reduced. 

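Genes of the TCA cycle and of mitochondrial electron transport were taken by their description, from keywords fixed before the data were examined, since the 210 genes of Fig. 3D are not listed in the text. Before the expression filter, the keyword set for electron transport also held plastid genes (NDHB.1, NDHB.2 and NDHD). The keyword sets are therefore not limited to the named classes. Of 36 TCA genes tested, 28 were lower and 8 higher in dY than in dP. Past the threshold were 25 lower and 4 higher genes, over all genes and adjusted over the list alone. The median log2 fold change was -0.48, compared with 0.19 over all genes tested (limma camera, adjusted p = 2.4e-08). Of 56 mitochondrial electron transport genes, 40 were lower and 16 higher, with a median of -0.30 (limma camera, adjusted p = 7.1e-05). Here 24 lower and 7 higher genes passed, over all genes and adjusted over the list alone. Camera used a preset correlation between genes of 0.01. Both sets passed under fry (adjusted p = 5.8e-06 and 0.046), and neither with an estimated correlation (adjusted p = 0.088 and 0.32). Against wY, of the same age and tissue by the labels, 21 TCA genes were lower and 15 higher in dY (14 and 6 past the threshold). Of the electron transport genes 28 were lower and 28 higher there (8 and 13 past the threshold). The medians were -0.17 and -0.019, compared with 0.15 over all genes, and the sets were not tested in this comparison. The falls against dP can thus in part reflect age or tissue.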

The genes related to signaling also uniformly increased in expression. However, genes related to major carbohydrate metabolism were differentially affected.

### High expression of genes involved in starch degradation was observed in young leaves of RGN that showed a decreased starch granule number

In young leaves of RGN, the starch granule number per chloroplast decreased to one, thus an uneven degradation rate occurred on the original three to seven granules, and the disappeared granules were totally degraded. Therefore, it is rational to suppose higher expression levels of starch degradation-related genes. The differential expression of genes involved in starch metabolism in both Col-0 and *dpe2/phs1* were analyzed (**Figure 3E**). Obviously, genes were co-regulated in different clusters, similar to that shown in **Figure 3C**. 

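Of the starch degradation genes shown in Fig. 3E, 27 of 30 could be paired with the deposited gene names. In dY 17 of them were higher and 10 lower than in dP, of which 10 and 5 passed an adjusted p under 0.05 over all genes and also adjusted over the list alone. After median-of-ratios rescaling 15 were higher and 12 lower, with 7 and 9 past the threshold. The lower genes past it were 3 after TPM rescaling or without replicate 3 of dP, 2 without replicate 1 of dY and 9 with the gene length trend removed. Compared with dR, 18 were higher and 9 lower (14 and 2 past the threshold, 15 and 2 adjusted over the list alone). This excess of higher genes depended on the scaling, with 15 higher and 12 lower after median-of-ratios rescaling (8 and 9 past the threshold) and the same numbers after quantile normalization (11 and 6 past the threshold). Between dR and dP 7 were higher and 20 lower (1 and 7 past the threshold in both ways). Here 4 and 3 passed after median-of-ratios rescaling, 5 and 4 after quantile normalization, and 4 and 11 in a fit with the compared groups only. Of the lower genes, 4 passed without any 1 replicate of dP or without replicate 2 of dR, and 0 without replicate 1 of dR (5 at an unadjusted p under 0.05).

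BAM3 (AT4G17090) fell from 424 ± 22.9 FPKM (SD, n = 3) in dP to 254 ± 2.62 in dY (log2 fold change -0.74, standard error 0.20, adjusted p = 0.0043, limma), and this did not pass after quantile normalization (-0.37). It did not differ from dR at the threshold (-0.17, adjusted p = 0.49), except after median-of-ratios rescaling (-0.50), and without replicate 3 of dR the sign changed (0.026). AMY3 (AT1G69830) fell from 136 ± 3.75 to 99.2 ± 22.9 FPKM (-0.48, adjusted p = 0.026), and this call was lost in several settings. It did not pass after quantile normalization (-0.35), after TPM rescaling (-0.40), or in 3 of 6 fits that each left out 1 library, those without replicate 2 of dP (-0.46), replicate 3 of dP (-0.48) and replicate 1 of dY (-0.27). Its difference from dR did not pass either (-0.29, adjusted p = 0.16), except after median-of-ratios rescaling (-0.61) and with the gene length trend removed (-0.53). ISA1 (AT2G39930) was lower in dY than in dP (-0.60, adjusted p = 0.014) and than in dR (-0.74, adjusted p = 0.0030). Without replicate 1 of dY these were -0.23, which did not pass, and -0.37, and neither passed in a fit with the compared groups only (adjusted p = 0.10 and 0.051). GWD1 (AT1G10760) did not differ between dY and dP (-0.13, standard error 0.26, adjusted p = 0.69). The sign changed after quantile normalization (0.13), and with the gene length trend removed the fall passed (-0.35). Against dR, GWD1 was higher in dY (0.77, adjusted p = 0.014), and this did not pass after median-of-ratios rescaling (0.45), with the gene length trend removed (0.22), without replicate 1 of dR (0.43) or without replicate 2 of dY (0.67). Shoots in P and R were compared with leaves in Y throughout.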

Most starch degradation genes (20 in total), revealed an increase in Y and nearly similar values between P and R. However, 10 genes including BAM3, AMY3, ISA1, and GWD1 showed a decrease in Y comparing to P and R.

Interestingly, most genes involved in starch initiation, including SS4, SS3, PTST, PTST2, PTST3, MFP1, and MRC, also revealed a higher expression in Y (Merida and Fettke, 2021). 

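Of the synthesis genes in Fig. 3E, 21 of 22 were paired with the deposited names and 20 passed the filter. In dY 15 were higher and 5 lower than in dP (8 and 2 past the threshold over all genes and adjusted over the list alone), and 17 higher and 3 lower than in dR (14 and 2 past the threshold in both ways). After median-of-ratios rescaling the splits were nearer to even, with 13 higher and 7 lower than in dP (6 and 5 past the threshold) and 13 higher and 7 lower than in dR (12 and 3 past the threshold). Without replicate 1 of dY, 3 were lower than in dP. MFP1 (AT3G16000) rose from 40.2 ± 5.01 to 69.3 ± 6.61 FPKM (SD, n = 3; log2 fold change 0.78, standard error 0.28, adjusted p = 0.021, limma) and no longer passed after median-of-ratios rescaling (0.57) or without replicate 1 or 3 of dP or replicate 2 of dY. PTST2 (AT1G27070) rose from 6.07 ± 1.06 to 9.35 ± 0.65 FPKM (0.56, standard error 0.13, adjusted p = 0.00073) and no longer passed after quantile normalization (0.26). The changes of SS4 (0.44, adjusted p = 0.19), MRC (0.36, adjusted p = 0.22) and PTST3 (0.12, adjusted p = 0.71) did not pass the threshold, and that of PTST3 had the opposite sign after median-of-ratios rescaling (-0.077) and quantile normalization (-0.10). PTST (AT5G39790) could not be paired with a deposited name by the rule used and was left out. The values of PTST3 are those of AT5G03420, which carries the deposited name PTST. It was paired by its description, through an alias added after the data were seen.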

Considering the higher amount of starch content in young leaves and only one existing starch granule, it is possible that the sugars released from the other granules were recycled to synthesize the existing single starch granule in Y. This is also supported by the lower sucrose content of *dpe2/phs1* (Malinova et al., 2014). The higher expression level of genes involved in synthesis may reflect an attempt to overcome the limitation in starch granule number observed in young leaves in RGN.

Moreover, the homologous genes did not follow the same clustering; for instance, starch synthases SS2–5 and GBSS1 increased from P to young leaves in RGN, but not SS1. However, the observed alteration was in agreement with the chain length distribution profile of the starch granules, as fewer short chains (related to SS1) and more medium–long chains (related to SS2) were observed (**Figure S2C**). 

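From dP to dY, GBSS1 (AT1G32900) rose from 24.8 ± 2.09 to 104 ± 21.1 FPKM (SD, n = 3), a log2 fold change of 2.01 (standard error 0.14, adjusted p = 1.4e-10, limma). With each library of both groups left out in turn it stayed between 1.89 and 2.18. SS5 (AT5G65685) rose from 11.8 ± 0.30 to 18.7 ± 1.00 FPKM (0.63, standard error 0.13, adjusted p = 0.00023). The rises of SS2 (0.34, adjusted p = 0.16) and SS3 (0.53, standard error 0.23, adjusted p = 0.061) did not pass the threshold, while SS3 passed in limma-voom on the recovered reads (0.55), in a fit with the compared groups only (0.53) and with the gene length trend removed (0.35), and SS2 without replicate 1 of dY (0.63). SS1 did not rise (-0.18, standard error 0.10, adjusted p = 0.14), and its fall passed after median-of-ratios rescaling (-0.38) and with the gene length trend removed (-0.28).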

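The 10 transporters of Fig. 3E that could be paired with the deposited names were compared across dP, dY, dM and dR by limma's moderated F over all genes. GPT2 rose from 84.3 ± 2.07 FPKM in dP to 185 ± 15.2 in dY and 332 ± 12.0 in dM, and fell to 76.7 ± 2.47 in dR (SD, n = 3). Its group means spanned 2.1 on the log2(FPKM + 1) scale (F = 136, adjusted p = 7.9e-13). PPT2 (AT3G01550) had 3.64 ± 0.39 FPKM in dP, 7.50 ± 1.27 in dY, 0.54 ± 0.19 in dM and 8.98 ± 0.68 in dR. It spanned 2.70 (F = 173, adjusted p = 9.7e-14). The order of these F values depended on the setting. F was larger for GPT2 in a fit with the compared groups only (372, against 149 for PPT2), in limma-voom on the recovered reads (207 against 107), and without replicate 1 of wY (187 against 163) or replicate 2 of wY (209 against 164). All 10 transporters passed an adjusted p under 0.05, except that PPT1 did not after TPM rescaling (adjusted p = 0.063).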

Among the transporters, GPT2 showed the most significant alteration through the four stages. The RNA-seq results were validated through the qRT-PCR of eight example genes (**Figure S4**).

### The observed phenotypical periods of *dpe2/phs1* are perpetuated when starch degradation is partially impaired

To verify whether starch degradation-related genes which had higher expression level in Y were involved in granule number reduction, the additional knockout of these genes in *dpe2/phs1* background was necessary. New triple mutants were generated by crossing *dpe2/phs1* with single mutants lacking Starch excess 4 (SEX4; EC: 3.1.3), an important phosphatase in the phosphorylation/dephosphorylation cycle at the starch granule surface, and Isoamylase 3 (ISA3; EC:3.2.1.68), a hydrolase involved in starch degradation, both genes revealed an increase in Y. Both triple mutants revealed reduced shoot growth and uneven starch distribution, in addition, a decreased starch granule number, similar to that of *dpe2/phs1* rather than Col-0 (**Figure 4**). 

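SEX4 (AT3G52180, chromosome 3, 19349600 to 19353728, reverse strand) had 191 ± 3.16 FPKM (SD, n = 3) in dP, 280 ± 21.2 in dY, 252 ± 19.6 in dM and 157 ± 8.60 in dR. From dP to dY its log2 fold change was 0.55 (standard error 0.09, adjusted p = 1.6e-05, limma). ISA3 (AT4G09020, chromosome 4, 5783909 to 5789100, forward strand) had 107 ± 1.76 FPKM in dP, 213 ± 4.64 in dY, 164 ± 16.7 in dM and 93.7 ± 10.2 in dR. Its log2 fold change was 0.99 (standard error 0.12, adjusted p = 2.5e-07). With each library of dP and dY left out in turn, the changes stayed between 0.50 and 0.61 for SEX4 and between 0.98 and 1.01 for ISA3.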

Further, the newly generated triple mutants revealed similar phenotypical alterations during growth, while they overcame the dysfunctional RGN stage quickly, as the triple mutants recovered in the fifth week while *dpe2/phs1* reached its RGN. Similarly, it has been found after knock-out of Phosphoglucan, water dikinase (PWD) and Disproportionating enzyme 1 (DPE1; [EC: 2.4.1.25]) it was not possible to fully recover the wild-type starch phenotype in the background of the *dpe2/phs1* mutant (Muntaha et al., 2022). In contrast, the additional lack of α-Glucan, water dikinase (GWD), a key enzyme in the starch phosphorylation/dephosphorylation cycle prior to starch degradation (Ritte et al., 2006; Edner et al., 2007; Hejazi et al., 2012), resulted in normal starch granule numbers in young and mature leaves (Malinova and Fettke, 2017), and *dpe2/phs1/sex1-8* did not present three distinguishable periods (**Figure 4**). Thus, different influences of the varying extent of ongoing starch degradation on the developmental phenotype of *dpe2/phs1* were observed. An additional lack of SEX4, PWD, ISA3, and DPE1, all these enzymes act downstream of GWD, result still in an altered starch granule number in Y, therefore an even partially ongoing starch degradation seems essential for the development of the observed phenotypic features.

**Figure 4:**
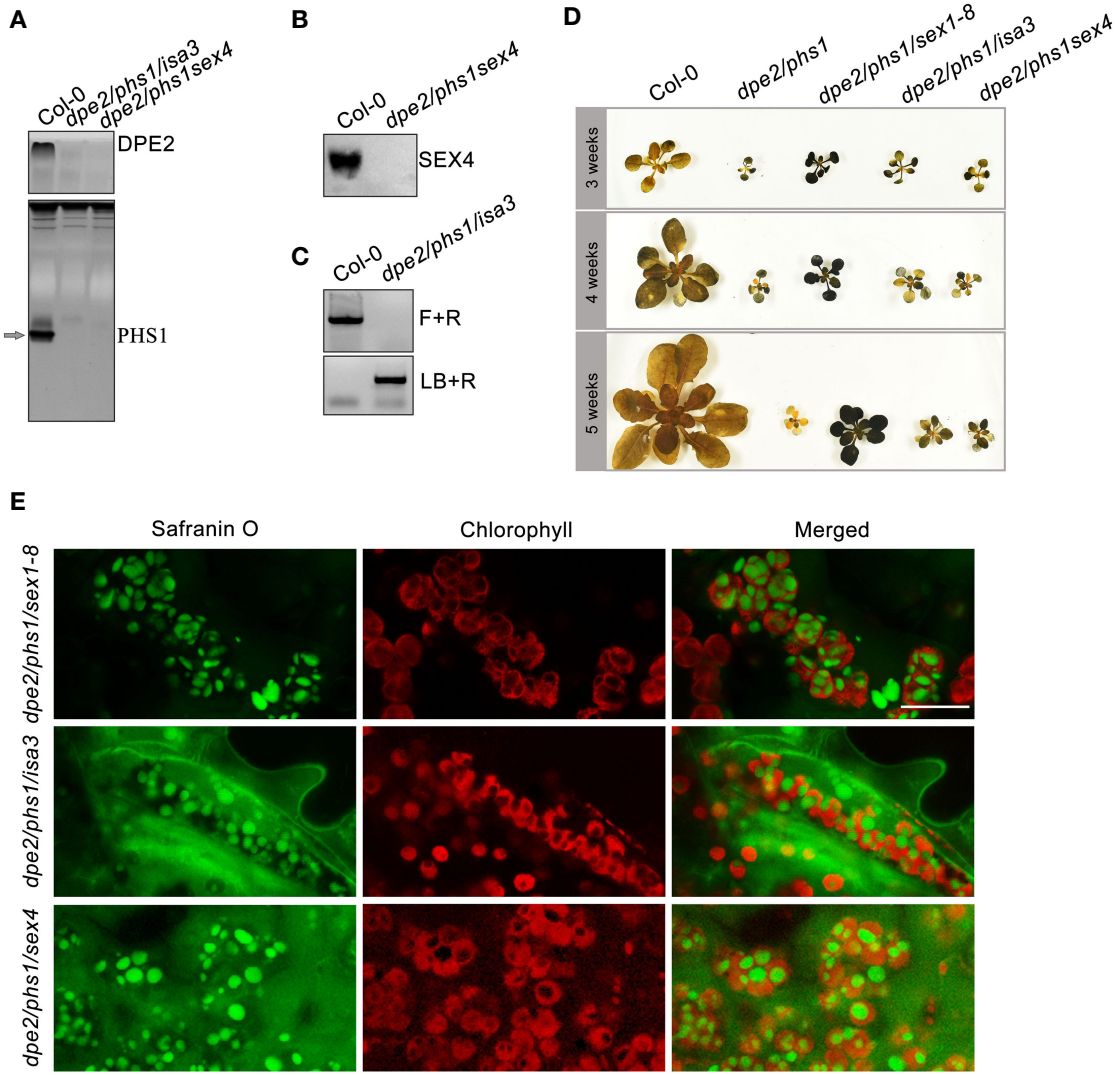
The three distinguishable periods observed in *dpe2/phs1/sex4* and *dpe2/phs1/isa3* grown under light/dark regime: **(A)** Confirmation of the lack of activity of PHS1 and DPE2 by native PAGE. The arrow indicates the position of PHS1; **(B)** Detection of SEX4 by Western blot and immunodetection. A total of 10 μg protein was loaded per lane for analysis in A and B; **(C)** T-DNA insertion of ISA3. Forward **(F)** and Reverse (R) primers were used to check homozygosity. R and LB o8474 (LB) were used to check T-DNA insertion; **(D)** Semi-quantitative starch determination from the three periods. Shoots were harvested at the end of the light phase at three, four, and five weeks, respectively. **(E)** LCSM observation of starch granule number per chloroplast in Y of the triple mutants, leaves were taken from 3-week plant as shown in **(D)** Bar = 10 µm.

### Basal transcription factors, MAPK signaling, and galactose metabolism were significantly enriched in young leaves in RGN, when the starch granule number is massively reduced

To further investigate the differentially regulated pathways involved in the reduced starch granule number, we performed gene enrichment analysis by comparing P with Y, and Y with R, respectively. According to the cut-off of FC > 2 and adjusted *P*-value < 0.01, 5517 genes were filtered. 

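With the same cut-off applied to the limma fit, 4042 genes passed in dY/dP or dY/dR, 2517 of them in dY/dP and 2858 in dY/dR. Among the alternatives, the number was largest in limma-voom on the recovered reads (5822) and with a pseudocount of 0.1 (5652). It was smallest after median-of-ratios rescaling (3357), and 4013 with no filter. In dY/dR, 8569 genes were higher and 3009 lower at an adjusted p under 0.05, which is 74.0% higher, against 48.7% after median-of-ratios rescaling. In dY/dP the share was 67.0%, against 50.4%. The rescaling changed the median log2 fold change of all genes from 0.19 to 0.02 in dY/dP and from 0.27 to a value near 0 in dY/dR.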

Hierarchical clustering showed at least six distinct clusters of co-regulated genes (**Figure 5A**). Genes enriched in clusters 1 and 2 were expressed relatively lower in Y, while an opposite expression trend was observed in P and R. Gene Ontology enrichment analysis revealed that cluster 1 included genes involved in translation and ribosome biogenesis, while cluster 2 included genes relevant to oxidation–reduction processes and responses to light stimulus, which may be linked to the observed recovery of chloroplasts (and, consequently, photosynthesis) (**Figure 5B**). 

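Of 313 genes described as ribosomal proteins, 275 were lower and 38 higher in dY than in dP, with 241 and 16 past the threshold over all genes and 246 and 18 adjusted over the list alone. The median log2 fold change was -0.78 (limma camera, adjusted p = 2.6e-34, and 0.047 with an estimated correlation between genes). Compared with dR, 237 were lower and 76 higher, with a median of -0.27. Against wY, of the same age and tissue by the labels, 215 were lower and 98 higher (90 and 30 past the threshold). The median there was -0.17, and 2 genes were more than 2-fold lower past the threshold, against 112 in the comparison with dP. The larger fall against dP can thus in part reflect age or tissue, since dP was sampled as shoots. Among the 4042 genes past the cut-off, the mean of dY was below those of dP and dR for 963.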

The genes in cluster 3 showed a moderate expression level in Y, which were related to protein phosphorylation and defense response (**Figure 5B**). In contrast, clusters 4, 5, and 6 included genes that were strongly increased in Y but expressed differentially in P and R. Cluster 5 contained the most genes. 

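Of the 4042 genes, dY had the highest group mean of dP, dY and dR for 2862 and lay between the other groups for 217. These genes were chosen for a difference of dY from dP or dR, a choice that by itself favours dY as the highest or lowest group. Over all 19575 genes tested, dY was highest or lowest for 79.1%, compared with 66.8% in simulated groups without any change that share dY in both comparisons. Genes are not independent, and this difference was not tested. After median-of-ratios rescaling, dY was highest for 1537 and lowest for 1558 of 3357 genes, and after quantile normalization highest for 1580 of 3391, so the excess of increases in dY depended on the scaling of the libraries.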

Most of the enriched genes in this cluster were involved in stress responses, which was also expected from the observed phenotype.

**Figure 5:**
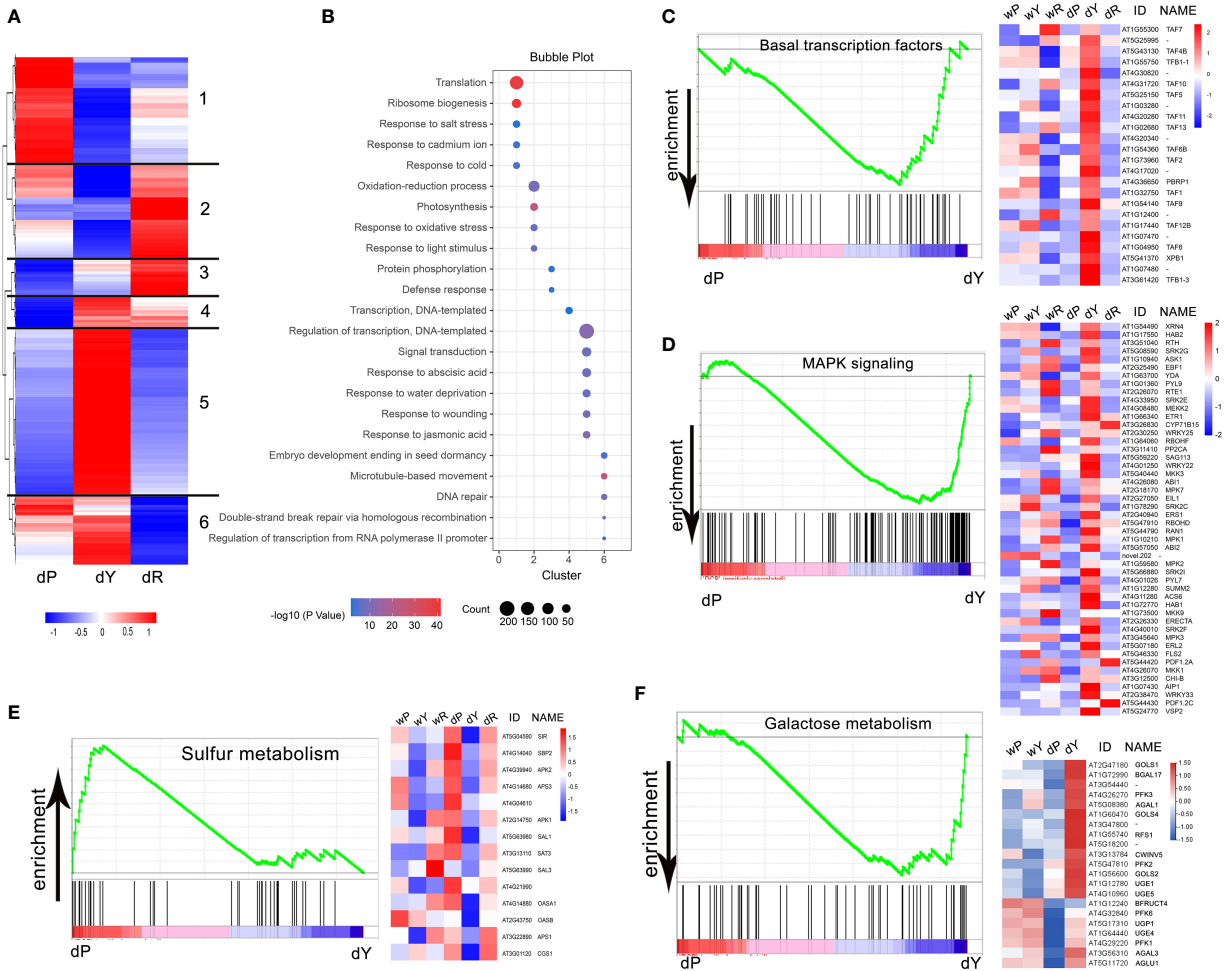
Enrichment analysis of differentially expressed genes in P, Y, and R: **(A)** Heatmap representation of 5517 genes differentially regulated in P, Y, and R (FC > 2, adjusted *P* value < 0.01). Six clusters of co-regulated genes are indicated. Color pattern represents row Z-score; **(B)** Bubble chart showing results of Gene Ontology (GO) enrichment analysis. Bubble size indicates number of genes associated with each term. Bubble color indicates −log_10_(*P* value); **(C, D, F)** GSEA plots for pathways enriched in dY compared to dP (FDR < 25%). Selected gene expressions are presented in heatmaps, the gene expressions in R are also shown in **(C, D)**; **(E)** GSEA plot for pathways enriched in dP compared to dY (FDR < 25%), selected gene expressions are presented in heatmaps, the gene expressions in R are also shown.

To identify pathways enriched in Y in RGN, we performed gene set enrichment analysis (GSEA) by comparing P with Y, and Y with R, respectively. GSEA between P and Y showed that 111 gene sets were enriched, with 62 sets up-regulated and 49 sets down-regulated in P. Nine gene sets were significant at FDR < 25% (**Table S2**). 

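The genes of the heatmaps in Fig. 5C to 5F were tested as sets with limma camera. The study chose them on these samples, so the tests and the counts adjusted over the list alone are not independent evidence. All 24 basal transcription factor genes were higher in dY than in dP (median log2 fold change 0.64, adjusted p = 0.00049), as were all 47 MAPK signaling genes (0.98, adjusted p = 2.7e-13), a direction all members kept after median-of-ratios rescaling and quantile normalization, and all 20 galactose genes that could be paired (0.67, adjusted p = 9.5e-07). All 14 sulfur metabolism genes were lower (-0.77, adjusted p = 8.3e-12). The genes past the threshold over all genes numbered 21, 47, 19 and 14, and 23, 47, 19 and 14 adjusted over the list alone. The MAPK, galactose and sulfur sets also passed with an estimated correlation, and the basal transcription factors did not (adjusted p = 0.19). Under fry all 4 passed. Between dY and dR the 4 sets passed as well, with medians of 0.78, 0.62, 0.69 and -0.69, and of these the sulfur set also passed with an estimated correlation (adjusted p = 0.023). Both comparisons share dY, so genes chosen for a change of dY against dP lean the same way against dR without a further change, and these values do not show whether the pathways differ between Y and R. Against wY, of the same age and tissue by the labels, 7 sulfur genes were higher and 7 lower in dY (6 and 6 past the threshold, median -0.058). A common fall of the sulfur genes was thus not seen between the genotypes in young leaves. There 23 basal transcription factor genes were higher and 1 lower, 43 and 4 MAPK genes, and 15 and 5 galactose genes. The sets were not tested in this comparison. The gene set enrichment analysis over all pathways was not repeated.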

Only sulfur metabolism was significantly enriched in P, while basal transcription factors, MAPK signaling, and galactose were significantly enriched in Y. No significantly affected pathway was found between Y and R at FDR < 25% (**Table S3**). Basal transcription factors, MAPK signaling enriched in Y, and sulfur metabolism enriched in P were significant, with nominal P-value < 0.01. For selected genes, the expression levels are shown (using heatmaps) in **Figures 5C–F**.

### Disintegrated chloroplasts in mature leaves in RGN

Most chloroplasts in mature leaves in RGN were aberrant and starch-free (**Figure 1**), which was related to the obvious chloroplast degradation. Thus, the up- and down-regulated genes in Clusters 2 and 4 (**Figure 3C**) were most interesting, with regard to the observed chloroplast intactness. A similar phenotype with chlorotic leaves has been reported for *mex1* mature leaves (Stettler et al., 2009), although the yellowing was moderate, compared to that of *dpe2/phs1* (**Figure 2** *)*. In addition, *mex1* was not completely devoid of starch. Chloroplast autophagy has been reported to be linked to the leaf senescence. In comparison to Col-0 leaves of the same age, the autophagy and protease pathway were significantly up-regulated in the mature leaves of *dpe2/phs1* (**Figure 6A**). 

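Genes of both pathways were taken by keywords in their description. Of 24 autophagy genes tested, 19 were higher and 5 lower in dM than in wM, and 16 and 3 passed the threshold over all genes and adjusted over the list alone. Their median log2 fold change was 0.66, compared with 0.05 over all genes (limma camera, adjusted p = 0.0084). Of 54 proteasome genes, 47 were higher and 7 lower (35 and 3 past the threshold in both ways), with a median of 0.43 (adjusted p = 0.0022). Both sets passed under fry as well (adjusted p = 2.8e-11 and 1.5e-06), and neither with an estimated correlation between genes (adjusted p = 0.13 and 0.35).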

Meanwhile, fundamental activities, such as DNA replication, mismatch repair, and photosynthesis, were dramatically down-regulated (**Figure 6A**). It has also been reported that most senescence-induced genes changed less than 2-fold in *mex1*, in comparison to Col-0 (Stettler et al., 2009). 

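Of 34 DNA replication genes, 28 were lower and 6 higher in dM than in wM, with 25 and 2 past the threshold over all genes and adjusted over the list alone, and the median log2 fold change was -1.06 (limma camera, adjusted p = 9.2e-06). Of 58 photosynthesis genes, 40 were lower and 18 higher (31 and 10 past the threshold in both ways), with a median of -0.56 (adjusted p = 0.0022). Of 10 mismatch repair genes, 9 were lower (6 past the threshold over all genes, 7 adjusted over the list alone). Their median was -0.60, and the set did not pass (adjusted p = 0.084), except under fry (adjusted p = 0.0037) and with no filter on low values (adjusted p = 0.049), and with the gene length trend removed 7 were lower (adjusted p = 0.74). With an estimated correlation the DNA replication and photosynthesis sets did not pass (adjusted p = 0.28 and 0.35).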

To investigate the difference between Y and M, we compared the expression of 105 genes between Y and the Col-0 control (dY/wY), and M and the respective Col-0 values (dM/wM), respectively (**Figure 6B**). In mature leaves in RGN, more up-regulated genes relative to the situation in young leaves were detected, as expected from the phenotypical characterization. 

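The 105 genes of Fig. 6B are not listed in the text and were not analysed here. Among the 24 autophagy genes found by keyword, 9 changed more than 2-fold upwards in dM/wM and 2 in dY/wY. The number in dY/wY was 1 after quantile normalization or without replicate 1 of dY, and 4 in limma-voom on the recovered reads. In dY/wY 21 of the genes were higher (17 past the threshold), and after quantile normalization 18 were higher and 6 lower (13 and 2 past the threshold). Of 8 genes described with senescence, 4 were higher and 4 lower in dM/wM (3 above 2-fold), and 5 higher and 3 lower in dY/wY (2 above 2-fold). This set passed in dM/wM neither by camera (adjusted p = 0.41) nor with an estimated correlation, and passed under fry.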

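In dM/wM, autophagy 8C (ATG8C, AT1G62040) rose from 20.4 ± 2.39 to 50.0 ± 2.36 FPKM (SD, n = 3), a log2 fold change of 1.26 (standard error 0.13, adjusted p = 9.9e-09, limma). ATG8D (AT2G05630) rose from 27.4 ± 1.62 to 67.5 ± 1.30 FPKM (1.27, standard error 0.16, adjusted p = 2.4e-07). ATG8E (AT2G45170) rose from 12.1 ± 0.79 to 51.9 ± 7.51 FPKM (2.01, standard error 0.17, adjusted p = 9.7e-10). In dY/wY the log2 fold changes were 0.75, 0.40 and 0.75, with adjusted p of 3.0e-05, 0.036 and 0.00098. The change of ATG8D in dY/wY did not pass after median-of-ratios rescaling (0.23), quantile normalization (0.25) or without 4 of the 6 libraries, each left out in turn. The mutant effect was larger in M than in Y for each by the interaction term, by 0.51 for ATG8C (adjusted p = 0.022), 0.87 for ATG8D (adjusted p = 0.0026) and 1.26 for ATG8E (adjusted p = 0.00025). That of ATG8C did not pass after quantile normalization (0.42, adjusted p = 0.051), with the gene length trend removed (0.30), or without 5 of the 12 libraries in turn. The authors' counting could have split reads between these related genes.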

A total of 98 genes were up-regulated in mature leaves and 53 genes changed more than twice, including the genes: autophagy 8C (ATG8C, AT1G62040), ATG8D (AT2G05630), autophagy 8E (AT2G45170). In young leaves, 80 genes were up-regulated and only 39 of them changed more than twice. However, the senescence-associated gene 21 (SAG21, AT4G02380) up-regulated more than twice both in Y and M, which were 6 and 12 times up-regulated, respectively.

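SAG21 (chromosome 4, 1046042 to 1047105, reverse strand) had 19.6 ± 2.40 FPKM (SD, n = 3) in wY and 123 ± 28.3 in dY, and 58.6 ± 4.26 in wM and 710 ± 102 in dM. The mutant libraries were 6.29 ± 1.44 times the mean of wY and 12.1 ± 1.74 times the mean of wM. The log2 fold changes were 2.57 in dY/wY (standard error 0.16, adjusted p = 8.8e-12, limma) and 3.57 in dM/wM (standard error 0.16, adjusted p = 1.5e-14). They differed by 0.99 (standard error 0.23, adjusted p = 0.0012, interaction term). SAG21 was also high in the libraries labelled wR, at 130 ± 22.2 FPKM, against 74.2 ± 6.28 in dR.

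**Figure D3:**
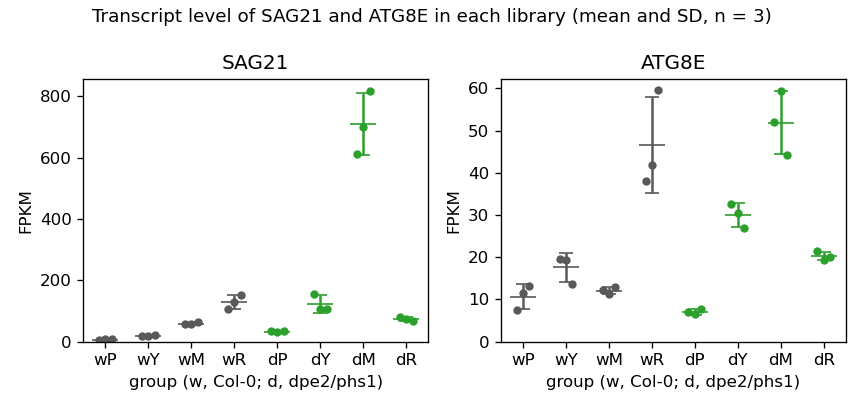
FPKM of SAG21 and ATG8E (vertical axes) in the 8 groups (horizontal axes), with each library as a point and the mean and SD of n = 3 libraries as a bar. SAG21 is highest in dM, at 710 FPKM.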

**Figure 6:**
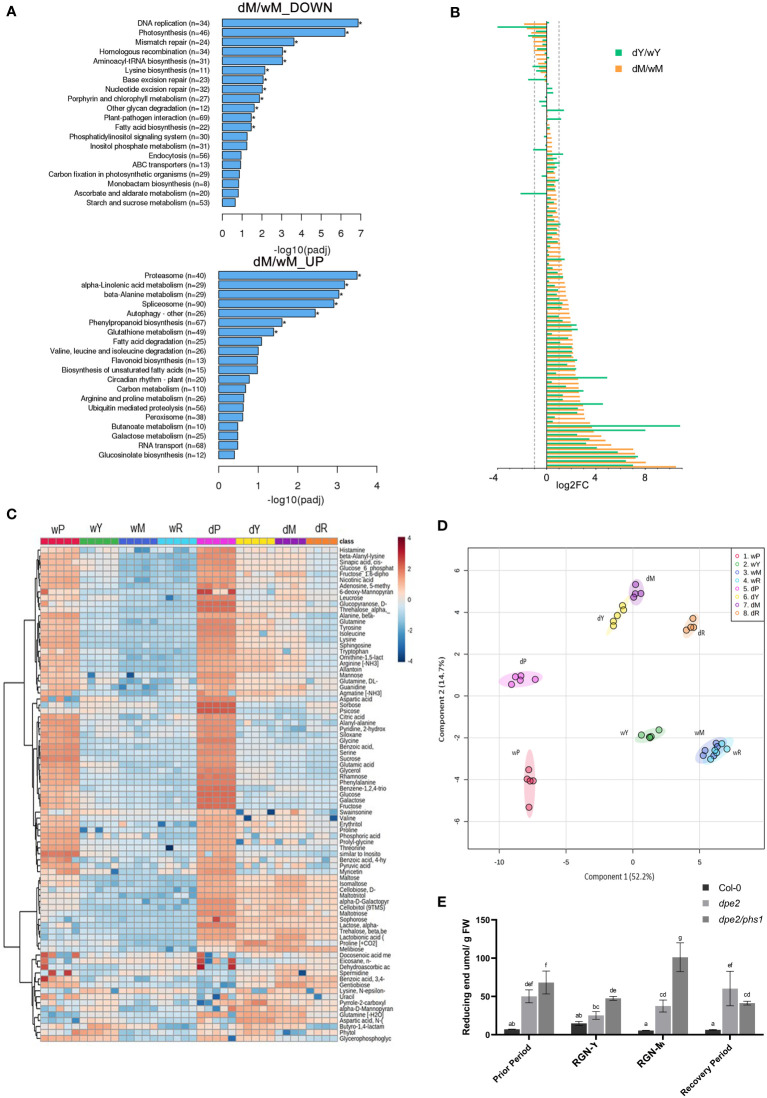
Significantly differentially regulated pathways in *dpe2/phs1* mature leaves and metabolic profiling: **(A)** KEGG bar charts indicating the pathways differentially regulated between *dpe2/phs1* and Col-0 mature leaves; **(B)** Changes in expression of 105 senescence-related genes. The difference between the young leaves of *dpe2/phs1* compared to age-matched leaves of Col-0 (dY/wY), and the mature leaves of *dpe2/phs1* compared to age-matched leaves of Col-0 (dM/wM) are shown. **(C)** Heatmap analysis showing selected metabolites; **(D)** Partial least squares discriminant analysis (PLS-DA) results showing the sample clusters. A minimum of four biological replicates is presented for each. Values are expressed as concentrations normalized to median values; **(E)** Maltodextrin content. All values are mean ± SD (n = 3 replicates from a mixture of 8–10 plants each harvested after 9 hours of illumination). Letters indicate statistically significant differences (p ≤ 0.05) according to one-way ANOVA with Duncan’s *post-hoc* test.

### Metabolic analysis revealed alterations in general metabolism in the three phases of *dpe2/phs1*

A total of 92 metabolites were determined, which are presented in a heatmap in **Figure 6C**. Partial least squares (PLS) analysis revealed that the various observed periods were metabolically different, but no outstanding alteration in RGN is given (**Figure 6D**). This obviously differed from the described phenotypic and transcriptomic alterations. However, no clear separation was detected for M and R in the wild-type samples, which was not unexpected as no altered periods were observed in the wild-type, and the leaf material was only separated according to *dpe2/phs1*.

A detailed look at the carbohydrate-related metabolites revealed that sugars related to starch degradation, such as maltose, maltotriose, isomaltose, and trehalose, showed significantly higher levels in *dpe2/phs1*, compared to the wild-type, in all periods (**Figure 6C**). To investigate the effect on maltodextrins, we also analyzed the maltodextrin content in the three periods (**Figure 6E**). In all periods, except in R, *dpe2/phs1* accumulated more maltodextrins compared to both the wild-type and the *dpe2* parental line. The highest accumulation was, indeed, observed in the mature leaves of RGN. However, no distinct DP of the maltodextrins was affected in RGN; instead, an accumulation of maltodextrins and longer chains (DP 10, 11 and 12) were observed in all periods in *dpe2/phs1*, except a lower DP 11 in R (**Figure S5**). Thus, PHS1 seems to be involved in the depolymerization of longer maltodextrins (DP longer 9), which is impossible in *dpe2/phs1*. Also, even less likely, the accumulation of maltodextrins could be a result of missing further extension of the glucans by the lack of the enzyme.

## Discussion

This study was inspired by a detailed investigation of *dpe2/phs1* using a rapid method (LCSM combined with Safranin O; Liu et al., 2021), allowing for determination of the starch granules in leaves in different periods. Previously, *dpe2/phs1* has been reported as having a severely impaired growth rate and heterogeneous starch distribution, with a single starch granule per chloroplast in young leaves and almost starch-less mature leaves when grown under diurnal rhythm. Our investigation revealed that starch metabolism in *dpe2/phs1* is inhomogeneous not only among leaves, but also during development. Thus, three clearly distinguishable periods were described. By analyzing relevant leaf material from these three stages through RNA-seq and metabolic assays, we determined the co-regulated genes involved in starch metabolism, showing a clearly separated metabolism, suggesting a regulation of the starch granule number throughout the plant growth. This unique plant material, thus genetically identical—as is not the case when working with mutants—allowed us to understand the important step within the starch metabolism, regulation, and initiation of starch granules in Arabidopsis leaves.

When grown under continuous light, *dpe2/phs1* was homogeneous in both starch distribution and starch granule number over the entire growth period (**Figure S6**; Malinova et al., 2014).

### Starch granule number varied in three periods of *dpe2/phs1*

Chloroplasts in P revealed the typical starch granule number observed in the wild-type, with 1–7 granules per chloroplast (Smith et al., 2005; Stitt and Zeeman, 2012); **Figure 1**). However, a slight shift to RGN per chloroplast was already observed in *dpe2/phs1* in this early state, pointing to a progressive alteration. The shoot iodine staining results revealed the homogeneous starch distribution (**Figure 2A**) and also that the starch in root caps was normal (**Figure 2C**), indicating that the starch metabolism was less affected and similar to the situation in the wild-type.

Different from P, RGN revealed the most reduced growth rate both in shoots and roots, with nearly no new formed leaves and deformed root caps. Consistent with previous reports (Malinova et al., 2014), this period mostly revealed only a single starch granule per chloroplast in young leaves, while starch-less and aberrant chloroplasts were observed in mature leaves (**Figure 1**). Given the strongly reduced growth rate and the absence of newly formed leaves during this period, the existence of a single granule is more likely the product of granule reduction in the chloroplasts, rather than an initiation failure. Thus, *dpe2/phs1* lost its ability to maintain a normal starch granule number. Thus, the former interpretation that *dpe2/phs1* affects the initiation of starch granules in leaves is not correct (Malinova et al., 2014), as *dpe2/phs1* can generate the normal starch granule number per chloroplast, but lost control over that number during development. Considering the reduced starch granule number, the increased expression of genes involved in starch degradation in Y was expected. Thus, RNA-seq results indicated that 20 of the degradation related genes increased meanwhile 10 decreased. However, the knockout validation of SEX4 and ISA3 in *dpe2/phs1* background still showed the reduced granule number and growth periods. Moreover, the observed single starch granule per chloroplast indicated an uneven starch metabolism inside the chloroplasts. The starch content in Y was higher than that in Col-0 (**Table 1**), which points to the fact that the single granule was further used for synthesis, while the rest of the granules were totally degraded. Thus, the action of enzymes involved in starch metabolism have to differ on the surfaces of the various starch granules inside of a chloroplast. However, how this granule is defined and whether it reveals specific characteristics remain obscure. Interestingly, in the last period, it recovered control and, thus, the granule number increased, although the number was still decreased compared to that in the wild-type. This also indicates that the granule number is controlled throughout the growth of the plant, not only once initiated and then kept constant. It could be that the starch granules were not totally depleted at dawn and, so, the remaining granules were reused for synthesis in wild type (Burgy et al., 2021). This is unlikely the possibility here, as we observed not a more intense but, instead, an impaired starch degradation, allowing the removal of the initiated starch granules prior to starch synthesis. In contrast, *dpe2/phs1* revealed a reduced starch degradation (**Table 1**). Thus, an independent control mechanism exists, which is affected in *dpe2/phs1*, allowing for control over the starch granule number per chloroplast. Interestingly, when the starch degradation was severely impaired, in the *dpe2/phs1/sex1-8* triple mutant a similar starch granule number per chloroplast compared to wild-type was observed (Malinova and Fettke, 2017); pointing to the effect of starch degradation on starch granule number regulation. Further, GWD may be involved in regulation of the starch granule number. This would also explain why, in sex1-8, not only starch synthesis, degradation, and morphology, but also the granule number per chloroplast is affected (Mahlow et al., 2016). That not the starch degradation *per se* is important for granule number regulation is obvious when comparing the granule number per chloroplast in *dpe2/phs1/pwd* and *dpe2/phs/dpe1*. In these mutants the granule number was reduced, compared to the wild-type, even when starch degradation was strongly impaired (Muntaha et al., 2022). Thus, either the total blocking of starch degradation, mediated by a lack of GWD, or the lack of GWD *per se* may be responsible for the observed starch granule number regulation. Interestingly, the transcript data revealed that GWD transcript level decreased during RGN from young to mature leaves but increased massively in R (**Figure 3E**), similarly to the starch granule number. However, this evidence is weak, as other proteins involved in starch degradation, such as BAM2, BAM3, and AMY3, also revealed the same trend (**Figure 3E**). However, these degrading enzymes may be involved in consuming the rest of the starch granules totally. In contrast, PWD and others did not show such clustering (**Figure 3E**).

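GWD1 (chromosome 1, 3580830 to 3590928, reverse strand) had 250 ± 16.2 FPKM (SD, n = 3) in dP, 230 ± 35.1 in dY, 72.2 ± 16.1 in dM and 142 ± 60.0 in dR. It fell by 1.67 on the log2 scale from dY to dM (standard error 0.26, adjusted p = 6.9e-06, limma) and rose by 0.89 from dM to dR (standard error 0.26, adjusted p = 0.0048). Without replicate 3 of dR the rise was 0.59 and did not pass (adjusted p = 0.054). The listed length of GWD1 is 5040 bases, and long genes were lower in dM than in dY overall. With the gene length trend removed the fall was -0.77 and the rise 0.55, and both passed the threshold. The paper sets this pattern beside the starch granule number and calls the evidence weak, since it finds the same trend for BAM2, BAM3 and AMY3. From the triple mutant lacking GWD, the paper proposes that GWD may take part in regulating the granule number.

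**Figure D4:**
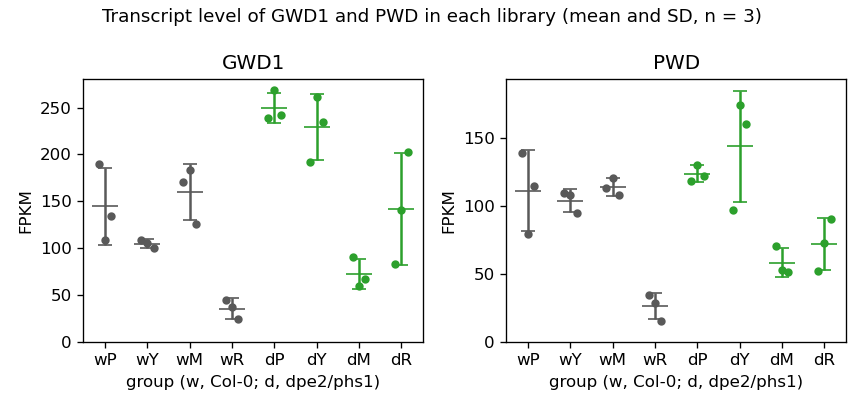
FPKM of GWD1 and PWD (vertical axes) in the 8 groups (horizontal axes), with each library as a point and the mean and SD of n = 3 libraries as a bar. From dY to dM, GWD1 falls from 230 to 72.2 FPKM and PWD from 144 to 58.3 FPKM.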

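BAM3 had 144 ± 16.5 FPKM (SD, n = 3) in dM and 292 ± 78.1 in dR. Its log2 fold change was -0.82 from dY to dM (standard error 0.20, adjusted p = 0.0013, limma) and 0.99 from dM to dR (adjusted p = 0.00025). AMY3 had 67.9 ± 6.24 FPKM in dM and 120 ± 14.6 in dR, with log2 fold changes of -0.52 (adjusted p = 0.013) and 0.80 (adjusted p = 0.00043). The fall of AMY3 did not pass after median-of-ratios rescaling (-0.25), with the gene length trend removed (-0.13), or without replicate 2 or 3 of dY (-0.39 and -0.43). BAM2 (AT4G00490) had 23.7 ± 1.72 FPKM in dY, 23.1 ± 0.57 in dM and 24.4 ± 1.02 in dR, and neither change was larger than the spread (-0.04, adjusted p = 0.78, and 0.08, adjusted p = 0.55). After median-of-ratios rescaling BAM2 changed by 0.22 from dY to dM, in the opposite direction.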

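PWD (AT5G26570) had 144 ± 41.0 FPKM (SD, n = 3) in dY, 58.3 ± 10.6 in dM and 72.01 ± 19.1 in dR. It fell by 1.26 on the log2 scale from dY to dM (standard error 0.25, adjusted p = 0.00011, limma), and its rise from dM to dR was not larger than the spread (0.28, standard error 0.25, adjusted p = 0.33). With the gene length trend removed its fall was -0.63. The difference between the rises of GWD1 and PWD was not tested.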

So far unknown, but also interesting, is whether other mutants with affected starch granule number also display different periods regarding the starch granule number per chloroplast and, if so, are they comparable or not? Answering these questions may allow us to obtain even more insights into the regulation of starch granule number per chloroplast.

The SEM results for isolated native starch granules were consistent with the LCSM observations (**Figures 1** and **S2**). The young leaves in RGN contained the largest and roundest starch granules. A single large spherical granule was frequently found in R, most likely inherited from RGN (**Figure S2**), which points to additional starch granule initiation in R and unequal starch granule growth. Thus, the normal control mechanisms for the more-or-less uniform starch granules were affected.

Similar to the phenotypic differences, the RNA-seq results clearly revealed that the young and mature leaves in RGN of *dpe2/phs1* were separated from the rest. Comparing the gene expressions in three periods, we clearly showed the co-regulation of genes involved in starch metabolism, which clustered differently in the three stages (**Figures 3C, E**).

### Chloroplast stability in *dpe2/phs1*

In R, both the starch granule number and the starch distribution were recovered, indicating an obvious re-genesis or repair of chloroplasts; however, it remains obscure how this recovery is regulated. The chloroplasts, as the energy supply center where photosynthesis takes place and starch is stored, are vital for fundamental plant activities, and it is highly likely that, when most chloroplasts are corrupted, a signal is transduced that induces the re-construction/re-genesis of chloroplasts to overcome energy shortages. However, a DNA mutation in nucleus can be excluded, as the next generations of *dpe2/phs1* also presented the same three periods.

It has been postulated that there exists a connection between chloroplast degradation and accumulated maltodextrins (Stettler et al., 2009). Here, the very high maltodextrin content observed in the mature leaves of the mutant support this idea (**Figure 6E**); however, the monosaccharide content in mature leaves in RGN of *dpe2/phs1* was moderate, indicating that the longer maltodextrins, rather than the monosaccharides, were the key factor affecting chloroplast stability. Similarly, a relatively high maltodextrin level was detected in young leaves in RGN which contained a single granule per chloroplast. In comparison to the young leaves, the mature leaves accumulated much more maltodextrins (**Figure 6E**), thus following the idea that a higher expression level of senescence- or autophagy-related genes was expected. This was confirmed by RNA-seq (**Figures 6A, B**). Also here, most senescence-induced genes were highly expressed in mature leaves, with many of them being increased more than twice. Thus, our results differed from those described for the *mex1* mutant, in which most relevant genes changed less than twice (Stettler et al., 2009). Therefore, a less severe degradation of chloroplasts occurs in *mex1*.

Further, decreased maltodextrin accumulation (*via e.g*., blocking of starch degradation) may reduce chloroplast degradation. Thus, it has been reported that the total blocking of starch degradation due to a lack of GWD resulted in the complete restoration of chloroplasts (Malinova and Fettke, 2017). In contrast, under the partial blocking of degradation due to a lack of PWD and DPE1, chloroplast disintegration still occurred (Muntaha et al., 2022). Partial blocking of starch degradation *via* a loss of SEX4 and ISA3 in this study also resulted in starch-less mature leaves (**Figure 3**).

On the other hand, it may also be that the longer DPs observed in *dpe2/phs1* (**Figure S5**) are normally used during starch initiation, which does not happen here, thus the maltodextrins were not used for starch initiation, resulting in a reduced starch granule number per chloroplast in *dpe2/phs1* independently of the period (**Figure 1**).

In this paper, we presented the unique phenotype of *dpe2/phs1*, which lose the control over starch granule number regulation during growth. RNA-seq results revealed that most of the degradation involved genes increased when starch granule number decreased to one in Y. However, triple mutants lacking SEX4 or ISA3 in the background of *dpe2/phs1* were unable to recover the reduction in starch granule number. In contrast, the additional lack of GWD results in a recovered starch granule number. The different ability to recover the starch granule numbers in these triple mutants indicate the different influences of the varying extent of ongoing starch degradation on the starch granule number. Further, the different starch granule numbers during the development reveal a metabolic control of the granule number and not a simple genetic regulation. Overall, *dpe2/phs1* is a promising plant source for understanding control of the starch granule number per chloroplast throughout the plant development, which can shed light on the regulation of chloroplast stability; at least, in mutants with affected starch metabolism.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author contributions

XL and JF conceived and designed the experiments; XL, AA, JFC, JC, and SM conducted the experiments; XL and JF wrote the manuscript; JF revised the manuscript. All authors read and approved the final manuscript.

## Funding

This work was supported by the Deutsche Forschungsgemeinschaft DFG-FE 1030/5-1, and 6-1.

## Acknowledgments

This research was further supported by INST 336/114-1 FUGG for large equipment, granted to Prof. Markus Grebe and co-applicants.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

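RNA-seq was carried out on 24 libraries, 3 biological replicates in each of 8 groups, from Col-0 and dpe2/phs1 in the Prior Period, in young and mature leaves of RGN and in the Recovery Period. Condition and replicate of each library were taken from the sample labels. The authors mapped paired-end reads with HISAT2 to a reference genome whose build the text does not name, and deposited FPKM values of 33044 genes, with 1 column per library and without pooling of replicates. The authors tested counts with DESeq2, and those counts were not used here.

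All values here were computed from the deposited FPKM. The low FPKM values of a gene are whole multiples of a step, from which the total of each library and a length for each of 26453 detected genes were fitted. With the fitted lengths 100% of the nonzero values were whole reads, and with the listed lengths 55.0%. The recovered libraries held 17504383 to 27859805 reads. On simulated reads of 26078 genes the same steps returned the totals of all 24 libraries. In 24 pairs of replicates the mean chi-square per gene lay between 2.50 and 68.4, so that no pair differed by less than the sampling noise.

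Expression was tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with a trend), with 1 mean per group over all 24 libraries and without a replicate block, for 19575 genes with a mean FPKM of at least 1 in at least 1 group. p-values were adjusted by the Benjamini-Hochberg method. Gene sets were tested with camera at a preset correlation of 0.01. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Tested on simulated data with 193 changed genes among 18489, limma recovered 191, with 5.4% false calls, and limma-voom 192, with 7.2%. Camera found the raised set and none of 20 random sets. In this simulation few genes changed, all by the same fold, and genes were independent, with the same dispersion and no length trend. The real libraries differ in these respects, so these rates do not apply to the calls reported here. Removal of a simulated length trend brought the calls from 3078 to 3 among 18627 genes.

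A rule written before the data were examined fixed which genes to name, apart from further iron-related genes and single members of the gene lists and sets. It covers every gene the paper names for the RNA-seq data, and for each comparison of dpe2/phs1 with Col-0 the 3 largest rises and 3 largest falls among genes with a symbol, an adjusted p under 0.05 and no overlap between the libraries. Not all of these rises and falls are described in the text. The lists of starch, transport and flowering genes and of Fig. 5 were used where a deposited name or description paired with the symbol. An alias for PTST3 was added after the data were seen. It paired PTST3 by description with AT5G03420, which carries the deposited name PTST. PTST (AT5G39790), PGML1, PGML2, PGML3, a GPT2-like gene and an alpha-glucosidase had no such pair and were left out.

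The alternatives were a pseudocount of 0.1, no filter and a stricter filter of 5 FPKM, median-of-ratios rescaling, quantile normalization, TPM rescaling, a fit with the compared groups only, a replicate block, limma-voom on the recovered reads, and each replicate left out in turn. These were fixed before the data were examined. Removal of the trend of expression on gene length in each library (loess with a span of 0.3 on log2 length) was chosen after the length dependence was seen. The contrast of R with the other leaf ages, the iron-related genes and the genes used to compare genotypes in R were also chosen after the data were seen. The gene annotation of the reference matched 32548 genes, and GC content was available for 99.5% of the 18622 protein-coding genes examined for length. The pathway enrichment, the hierarchical clusters, the MAPMAN display and the metabolite data of the study were not analysed here.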

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

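The tests of explanations in this part were chosen after the results were seen, apart from that of the iron genes whose values had not been read. The contrast of R with the other leaf ages was also chosen then. ORG2 and FER4 were named by the rule written before the data were examined. The biological explanations were not tested except where a test is named.

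The mutant effect differed between mature and young leaves (dM/wM against dY/wY) for 9545 of 19575 genes by the interaction term. A regrouping of the libraries gave as many genes in 2 of 100 draws, the real grouping included. The other draw kept the genotypes and added the effects of both leaf ages instead of subtracting them, with 14276 genes against 10104 for the real grouping in the same fit. The next largest draws gave 8946, 8890 and 8460 genes. They kept the genotypes in M and mixed them in Y, and so still hold the mutant effect in M. Among the genes the paper names, SAG21 differed by 0.99, ATG8C by 0.51, ATG8D by 0.87 and ATG8E by 1.26 on the log2 scale. With the gene length trend removed the differences were 0.76, 0.30, 0.63 and 1.02, and that of ATG8C did not pass (adjusted p = 0.060, with 0.0080 to 0.060 over its alternatives with all libraries). After median-of-ratios rescaling they were 1.14, 0.65, 1.01 and 1.40. Gene length and the scaling of the libraries therefore do not account for the differences of SAG21, ATG8D and ATG8E alone. Whether they reflect the age of the leaf or the state of the chloroplasts stays open.

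The comparison of dR with the libraries labelled wR differed from the other leaf ages for both knocked out genes. The difference was 1.66 for DPE2 (standard error 0.20, adjusted p = 3.5e-07) and 2.82 for PHS1 (standard error 0.23, adjusted p = 1.2e-09), since their transcripts were low in the libraries labelled wR too. Gene length argues for a part of it, as both genes are long and long genes were lower in these libraries, but with the length trend removed PHS1 still differed by 2.06. A mislabelled sample was examined with 2 lists of genes. The list examined first held 70 genes that part the genotypes more than 2-fold in P, Y and M. The libraries labelled wR lay on the mutant side for 29, 26 and 24 of them and on the side of Col-0 for 41, 44 and 46. The dR libraries lay on the mutant side for 49, 48 and 49. Most genes thus lay on the labelled side in each library, with a large minority on the other, which left the result unclear. A list of 39 genes that part all mutant libraries from wP, wY and wM was then chosen, after the result of the first and the values in wR had been seen. All 3 libraries labelled wR lay outside the range of the mutant libraries for 21 of these genes and inside it for 13. GPT2 (5.30 FPKM against 76.7 in dR) and GBSS1 (5.28 against 34.8) were on the side of Col-0. Because both lists leave the libraries between the genotypes and leaf age moves the same genes, a mislabelled sample and an effect of leaf age cannot be told apart here.

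In young leaves of the mutant, genes of iron homeostasis changed, which the paper does not discuss. ORG2 (AT3G56970) had 297 ± 43.7 FPKM (SD, n = 3) in dY and 0.79 ± 0.22 in wY, a log2 fold change of 7.38 (adjusted p = 2.0e-20, limma), and FER4 (AT2G40300) had 2.05 ± 0.30 and 52.2 ± 3.05 FPKM, a log2 fold change of -4.13 (adjusted p = 5.9e-16). All 3 libraries of dY lay beyond all 3 of wY for both. In dM/wM the changes were 5.21 and -2.70. In P, ORG2 was near the level of a few reads in both genotypes (0.21 FPKM in dP and 0.13 in wP), as in dR (0.14), and FER4 changed by -0.03 in dP/wP (adjusted p = 0.89). Other raised genes were BHLH100 (7.07) and, chosen after their values were seen, ORG3 (6.28), BHLH101 (5.52) and FRO3 (4.43). The weighing of explanations is given with the other observations.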

How the results depend on the processing

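The numbers of differentially expressed genes in the 8 comparisons, of genes with an interaction, of genes past fold change 2 in dY/dP or dY/dR, of genes specific to each group, and of starch genes higher in dY than in dP stayed within 1.5 times their value under every alternative tried. The range over the alternatives was 6781 to 8273 genes for dP/wP, 8756 to 11554 for dY/wY, 11184 to 14400 for dM/wM and 8637 to 11400 for dR/wR. The fits that each left out 1 replicate gave 5929 to 7487, 9336 to 9932, 12545 to 12944 and 9262 to 11506 genes. In total 1818 of 1934 alternative values kept their direction and side of the threshold, or moved less than the limits used.

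The replicate numbers do not pair the samples, since the correlations of the deviations of same-numbered libraries lay between -0.41 and 0.18. With the replicate block, 7524 genes passed for dP/wP, 10404 for dY/wY, 13478 for dM/wM and 11003 for dR/wR, and no call or direction changed among the single genes and gene sets recomputed with it. Calls within the gene lists did change. The lower starch degradation genes in dR/dP adjusted over the list alone came from 7 to 4, the lower synthesis genes in dR/dP over all genes from 11 to 8, the higher degradation genes in dY/dR from 14 to 15 and the higher autophagy genes in dY/wY from 17 to 16.

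For each of the 8 comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and the other splits gave 0. With 3 libraries against 3 this share cannot fall under 0.1. For the genes past fold change 2 in dY/dP or dY/dR, 1 of 100 regroupings gave as many genes (4046 in that fit), and the largest of the others gave 2094.

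The split of higher and lower genes depended on the scaling of the libraries. The share of higher genes came from 62.0 to 49.8% in dP/wP, from 64.5 to 49.7% in dY/wY, from 67.0 to 50.4% in dY/dP, from 74.0 to 48.7% in dY/dR, from 39.1 to 53.5% in dM/dY and from 38 to 53.9% in dR/dP with median-of-ratios rescaling. With quantile normalization these shares were 49.7, 45.9, 48.9, 49.0, 49.4 and 50.4%. TPM rescaling moved dR/wR from 55.7 to 65.8%. Median-of-ratios rescaling shifted the median log2 fold change of all genes by -0.14 in dY/wY, -0.16 in dY/dP, -0.27 in dY/dR, 0.22 in dM/dY and 0.10 in dR/dP.

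Calls within the gene lists moved by more than 1.5 times. After median-of-ratios rescaling, the starch degradation genes past the threshold were 7 higher and 9 lower in dY/dP (10 and 5 as deposited). They were 8 and 9 in dY/dR (14 and 2) and 4 and 3 in dR/dP (1 and 7). The synthesis genes were then 6 and 5 in dY/dP (8 and 2) and 1 and 4 in dR/dP (1 and 11). After quantile normalization the degradation genes were 11 and 6 in dY/dR and 5 and 4 in dR/dP, and the synthesis genes 1 and 7 in dR/dP. With the length trend removed the degradation genes were 10 and 9 in dY/dP, 15 and 6 in dY/dR and 3 and 8 in dR/dP. The fit with the compared groups only gave 4 and 11 in dR/dP, and TPM rescaling 11 and 3 in dY/dP. Across the fits that each left out 1 replicate, the lower degradation genes were 2 to 7 in dY/dP and 0 to 9 in dR/dP (0 without replicate 1 of dR, with 5 at an unadjusted p under 0.05), and the lower synthesis genes in dR/dP 4 to 13, against 11. The 2 synthesis genes lower in dY/dR became 0 after TPM rescaling and without replicate 1 of dY, with 0 at an unadjusted p under 0.05 as well. The 2 autophagy genes above 2-fold in dY/wY became 1 after quantile normalization and 4 in limma-voom, and were 1 to 3 across the fits that each left out 1 replicate, with 1 without replicate 1 of dY. The causes were not tested.

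The share of the first principal component was 34.1% with genes scaled to unit variance, 55.2% with the 500 most variable genes, 41.3% with a pseudocount of 0.1, 42.3% with no filter and 44.0% after median-of-ratios rescaling. Across the fits without each replicate number it was 42.7 to 43.5%. The second held 18.4% with the 500 most variable genes, 19.7% with a pseudocount of 0.1 and 19.5% after quantile normalization, and 20.0 to 23.3% across the fits without each replicate number. The limit for a move was the SD over the latter fits. The correlation of dP and dR was 0.946 with a pseudocount of 0.1 and 0.977 with no filter, against 0.963. The causes were not tested.

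In dR against the libraries labelled wR, DPE2 changed from 0.32 to -0.30 with the length trend removed, chosen after the data were seen, and PHS1 from -0.12 to -0.66. PHS1 was at 0.016 after TPM rescaling. Across the fits that each left out 1 replicate, DPE2 lay between 0.028 and 0.53 and PHS1 between -0.45 and 0.15, with DPE2 past the threshold and PHS1 reversed without replicate 1 of wR, and PHS1 past the threshold without replicate 3 of wR.

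From dM to dR, GWD1 rose by 0.59 to 1.24 across the fits that each left out 1 replicate, below the threshold without replicate 3 of dR. From dY to dM, BAM2 reversed to 0.22 after median-of-ratios rescaling. Its rise from dM to dR passed after quantile normalization (0.33). The fall of AMY3 did not pass after median-of-ratios rescaling (-0.25), with the length trend removed (-0.13), or without replicate 2 or 3 of dY (range -0.72 to -0.39). The interaction of ATG8C did not pass after quantile normalization (0.42), with the length trend removed (0.30) or in 5 of 12 fits that left out 1 replicate (range 0.44 to 0.60). ATG8D in dY/wY did not pass after median-of-ratios rescaling (0.23) or quantile normalization (0.25), or in 4 of 6 such fits (range 0.31 to 0.49). The causes were not tested.

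Among the flowering genes, SOC1 in dR did not pass after median-of-ratios rescaling (-0.24), after quantile normalization (-0.23) or without replicate 2 or 3 of dR (range -0.48 to -0.36). FUL in dR did not pass with a pseudocount of 0.1 (-0.40), after median-of-ratios rescaling (-0.24), after quantile normalization (-0.19), in limma-voom (-0.40) or in 8 of 12 fits that left out 1 replicate (range -0.41 to -0.34). With no filter, 1 of the 11 listed flowering genes was lower in dR past the threshold over all genes. SOC1 and FUL thus did not both pass there. FUL in the libraries labelled wR did not pass with the length trend removed (0.11). The causes were not tested.

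Camera with an estimated correlation, which allows for genes that vary together, gave adjusted p of 0.35 for photosynthesis and the proteasome, 0.13 for autophagy and 0.28 for DNA replication in dM/wM, 0.088 for the TCA cycle, 0.32 for mitochondrial electron transport and 0.19 for basal transcription factors in dY/dP, and 0.16 for basal transcription factors, 0.052 for MAPK signaling and 0.16 for galactose in dY/dR, none of which passed. Fry passed the senescence set (adjusted p = 1.1e-13) and mismatch repair (0.0037), which also passed with no filter (0.049), with adjusted p of up to 0.74 over its alternatives. Kinesin genes in dY/dP did not pass (adjusted p = 0.62) and had the opposite direction under fry (0.49) and without replicate 1 of dY (range 0.38 to 0.97 over the fits that left out 1 replicate).

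Of the other 56 results, single genes among them, 19 changed under at least 1 alternative, with 7 weaker, 6 stronger, 5 moved and 3 reversed. The reversals were PTST3 in dY/dP after median-of-ratios rescaling (-0.077) and quantile normalization (-0.10), GWD1 in dY/dP after quantile normalization (0.13), and BAM3 in dY/dR without replicate 3 of dR (0.026; range -0.36 to 0.026). None of these passed the threshold. The genes past fold change 2 with dY highest were 1537 after median-of-ratios rescaling, against 2862.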

Differences from the paper's values

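For each number the paper states for a measure computed here, the value lay within 1.5 times the paper's. The paper's 5517 genes past fold change 2 compare with 4042. With a pseudocount of 0.1 the number was 5652 and in limma-voom on the recovered reads 5822, whereas it was 3357 after median-of-ratios rescaling, 3391 after quantile normalization, 3549 with the stricter filter, 3633 without replicate 1 of dR and 3656 with the length trend removed (chosen after the data were seen), each more than 1.5 times below the paper's. The paper's 20 degradation genes increased and 10 decreased in Y compare with 17 and 10 among the 27 genes that could be paired. The paper's 379 and 380 genes for young and mature leaves are the numbers of genes with a mean FPKM above 1 in that group alone, while the paper describes them as differentially expressed genes. The components hold about 43% and about 20% in Fig. 3B, read by eye, and 42.8% and 21.5% here.

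The paper states that GPT2 changed most among the transporters. PPT2 had the larger F here (173 against 136), while GPT2 had the larger F in 4 of the other settings. These were the fit with the compared groups only (372 against 149), limma-voom on the recovered reads (207 against 107), and the fits without replicate 1 of wY (187 against 163) and without replicate 2 of wY (209 against 164). The order of GPT2 and PPT2 is therefore left open here.

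The paper states that BAM2 follows the trend of GWD, with a fall from young to mature leaves and a rise in R. BAM2 changed by -0.04 and 0.08, neither past the threshold. Its rise from dM to dR passed after quantile normalization (0.33). The paper states that PWD did not follow GWD. PWD fell from dY to dM (-1.26, past the threshold) and did not rise past the threshold in R.

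The paper names GWD1 among the genes lower in Y than in P and R. GWD1 did not differ from dP (-0.13, past the threshold only with the length trend removed, at -0.35, chosen after the data were seen) and was higher in dY than in dR (0.77), which did not pass after median-of-ratios rescaling (0.45) or with the length trend removed (0.22). BAM3 and AMY3 were lower than in dP and did not differ from dR at the threshold. Both did after median-of-ratios rescaling (-0.50 and -0.61), and AMY3 with the length trend removed (-0.53).

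The paper lists SS2, SS3, SS4, PTST3 and MRC among the genes higher in Y. Their changes from dP did not pass (0.34, 0.53, 0.44, 0.12 and 0.36), and that of SS3 passed in limma-voom (0.55), in the fit with the compared groups only (0.53) and with the length trend removed (0.35), and that of SS2 without replicate 1 of dY (0.63).

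The paper finds mismatch repair lower in mature leaves. The keyword set did not pass (adjusted p = 0.084), except under fry (0.0037) and with no filter (0.049).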

Other observations

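The tests of explanations in this part were chosen after the results were seen, except that of the iron genes whose values had not been read.

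The rise of ORG2, ORG3, BHLH100, BHLH101, FRO3, BTS and NAS4 and the fall of FER1, FER3, FER4, ENH1 and APXS in dY led to the hypothesis of an expression response like that to low iron in young leaves of the mutant. A further list of 14 iron genes was written before their values were read, of which 9 were paired with deposited names and 5 passed the filter. All 5 were higher in dY than in wY, with a median log2 fold change of 2.16 (limma camera, adjusted p = 3.6e-05, and 0.0031 with an estimated correlation). In dM/wM all 5 were higher, with a median of 0.71 (adjusted p = 0.025, and 0.065 with an estimated correlation). In dP/wP and in dR against the libraries labelled wR the list did not pass (adjusted p = 0.97 in both). Gene length alone does not account for the pattern, as the list passed in dY/wY with the length trend removed (adjusted p = 8.9e-05), nor does the scaling of the libraries, as it passed after median-of-ratios rescaling (adjusted p = 9.8e-06). The adjusted p over its alternatives lay between 1.0e-16 and 0.0031. ORG2 and ORG3 are related and could share reads, but the median of 2.16 comes from other genes. Tissue does not differ between dY and wY by the labels. The values are consistent with a response like that to low iron, which remains a hypothesis. It rests on 5 genes in 3 libraries against 3, and iron content was not measured.

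In the libraries labelled wR long genes were lower than short ones, by -0.90, -1.22 and -2.01 between the longest and shortest 10%. GC content argues little for this, as the largest difference between the highest and lowest 10% of GC content in these libraries was -0.64 and the difference by length was larger in each. Library size does not account for it, since the dR libraries had fewer reads (19214006 to 19515639, against 19739630 to 20469373) and a mean difference of -0.18. The 3 libraries labelled wR differed from each other by 1.11 in the size of the trend. Loss of RNA integrity and a property of the plants at this age cannot be told apart, because no integrity value per library was analysed.

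The trend contributes to the place of wR on the principal components, whose loadings correlated with log2 gene length across genes at -0.31 and -0.27, but is not the whole cause. With the trend removed wR lay 88.2 from the mean of the other Col-0 groups, against a largest replicate distance of 28.8. The same holds for the fall of GWD1 from dY to dM, which was -0.77 after removal and -1.67 before.

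More genes were higher than lower in dY. The median-of-ratios factors were 1.19 to 1.26 in dY and 0.89 to 1.10 in the other groups. A few abundant genes do not account for the shift, as the log2 ratio of the factors of dY and dP was 0.205 over all reads and 0.202 without the 10 most abundant genes of each library. It was 0.0998 without the 500 most abundant. With the rescaling 50.4% of the genes past the threshold in dY/dP were higher. The authors' normalization and a true excess of increases cannot be told apart, since FPKM values give no absolute amount of RNA per cell. For the numbers of differentially expressed genes, 1 of 10 splits gave as many.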
